# IL-17/CXCL5 signaling within the oligovascular niche mediates human and mouse white matter injury

**DOI:** 10.1016/j.celrep.2022.111848

**Published:** 2022-12-20

**Authors:** Guanxi Xiao, Rosie Kumar, Yutaro Komuro, Jasmine Burguet, Visesha Kakarla, Ida Azizkhanian, Sunil A. Sheth, Christopher K. Williams, Xinhai R. Zhang, Michal Macknicki, Andrew Brumm, Riki Kawaguchi, Phu Mai, Naoki Kaneko, Harry V. Vinters, S. Thomas Carmichael, Leif A. Havton, Charles DeCarli, Jason D. Hinman

## Abstract

Cerebral small vessel disease and brain white matter injury are worsened by cardiovascular risk factors including obesity. Molecular pathways in cerebral endothelial cells activated by chronic cerebrovascular risk factors alter cell-cell signaling, blocking endogenous and post-ischemic white matter repair. Using cell-specific translating ribosome affinity purification (RiboTag) in white matter endothelia and oligodendrocyte progenitor cells (OPCs), we identify a coordinated interleukin-chemokine signaling cascade within the oligovascular niche of subcortical white matter that is triggered by diet-induced obesity (DIO). DIO induces interleukin-17B (IL-17B) signaling that acts on the cerebral endothelia through IL-17Rb to increase both circulating and local endothelial expression of CXCL5. In white matter endothelia, CXCL5 promotes the association of OPCs with the vasculature and triggers OPC gene expression programs regulating cell migration through chemokine signaling. Targeted blockade of IL-17B reduced vessel-associated OPCs by reducing endothelial CXCL5 expression. In multiple human cohorts, blood levels of CXCL5 function as a diagnostic and prognostic biomarker of vascular cognitive impairment.

## In brief

Xiao et al. demonstrate that a high-fat diet disrupts brain white matter and exacerbates the response to a subcortical ischemic stroke by 30%. Using cell-specific gene expression studies, they show that this occurs through dysregulated immune signaling between blood vessels and oligodendrocyte progenitor cells acting through IL-17/CXCL5 signaling.

## INTRODUCTION

Cerebral small vessel disease is an age-related entity affecting brain white matter. The resulting white matter lesions accumulate over time^1^ and contribute to disability,^2^ dementia,^3–5^ and death.^6^ Cerebral small vessel injury is significantly worsened by chronic cardiovascular risk factors such as hypertension, diabetes, and obesity.^7–10^ In particular, abdominal obesity and its associated metabolic disturbances in blood pressure, lipids, and blood sugar control increase the risk of developing white matter lesions on magnetic resonance imaging (MRI)^11–14^ and increase the likelihood of lacunar brain infarction or stroke.^15^ While the pathologic changes associated with cerebral small vessel disease are well known,^16,17^ the molecular pathways that drive small vessel injury in the brain are largely unknown.

Emerging data suggest that an interaction between cerebral vessels and cells of the oligodendrocyte lineage play a key role in maintaining white matter homeostasis.^18–20^ A subset of platelet-derived growth factor receptor alpha-positive (PDGFRα+) oligodendrocyte progenitor cells (OPCs) closely associate with the vasculature^21,22^ and use it to migrate in the brain during development.^23^ Proteins secreted by endothelial cells promote OPC migration and proliferation *in vitro*.^24,25^ In the spontaneously hypertensive rat model of cerebral small vessel disease, the OPC population is increased in association with vascular changes, and delays in OPC maturation may be mediated by endothelial secretion of *HSP90α*.^26^ Both the diagnosis and treatment of cerebral small vessel disease would be advanced by identifying additional molecular pathways active in cerebral endothelia and driven by chronic cardiovascular risk factors.^27^

To identify molecular pathways active in the oligovascular niche triggered by chronic cardiovascular risk factors, we used a mouse model of diet-induced obesity (DIO)^28^ that recapitulates a number of features of human cardiovascular risk.^29^ We combined this DIO model with a mouse model of subcortical white matter stroke that mimics human lacunar stroke.^30,31^ In this combined DIO-stroke model, we show that stroke-responsive OPCs are more numerous and persistent after stroke and that post-stroke white matter repair is compromised by DIO. We then use cell-specific translating ribosome affinity purification and RNA sequencing in Tie2-Cre:RiboTag and PDGFRα-CreERT2:RiboTag mice to identify the oligovascular transcriptome after the onset of DIO. This approach led to the identification of an oligovascular signaling cascade acting through the interleukin-17B (IL-17B)/IL-17 receptor b (Rb) isoforms of the IL-17 family in chronically injured cerebral endothelial cells to increase endothelial CXCL5, which can exert paracrine signaling on OPCs. We hypothesized that this coordinated intercellular signaling cascade could drive endothelial-OPC interactions before and after stroke. Further, we speculated that this DIO-induced signaling cascade could act as a functional biomarker for human cerebral small vessel disease and vascular cognitive impairment. Here, we present evidence that IL-17B/IL-17Rb/CXCL5 signaling is activated by a recognized chronic cerebrovascular risk factor, drives intercellular signaling within the oligovascular niche, and marks a subset of human subjects at risk for vascular cognitive impairment. These findings have direct implications for the understanding of human cerebral small vessel disease.

## RESULTS

### DIO damages white matter microvasculature and promotes endothelial-OPC interactions

Obesity is a significant risk factor for the development of small vessel disease and white matter injury.^10,11,13,14^ We used a well-established model of DIO^28^ to model the effects of chronic cardiovascular risk on brain white matter and the vasculature using Tie2-Cre;tdTomato (Ai14) transgenic mice. After 12 weeks on the dietary intervention, mice on control-fat diet (CFD) gained 5.84 ± 0.78 g, while mice on high-fat diet (HFD) gained 23.2 ± 0.76 g, corresponding to a 71% relative weight gain (p = 0.0004). HFD mice also exhibited metabolic disturbances in cholesterol and blood sugar (Figure S1) consistent with the diagnostic criteria for metabolic syndrome.^32^ Similar changes in weight were induced by DIO in several other transgenic strains used in this study. At 20 weeks of age after the development of obesity, we examined the vasculature and cellular makeup of the white matter.

In Tie2-Cre;tdTomato (Ai14) transgenic mice, DIO reduces the volume of tdTomato (tdT)+ vessels and the branch complexity of the vasculature within subcortical white matter (26%, p = 0.0069, and 15.4%, p = 0.0032, respectively) (Figures 1A and 1B). In addition to the DIO-induced reduction in white matter microvasculature, we also observed an increase in the percentage of PDGFRα+ OPCs within the corpus callosum (PDGFRα+/DAPI+, 5.01% ± 0.13% versus 5.66 ± 0.22%; p = 0.014) and a concordant increase in OPCs associated with vessels, measured as OPCs per unit vessel length (6.46 ± 0.23 versus 8.94 ± 0.31 cells/mm; p < 0.0001) (Figures 1C and 1D). Notably, DIO also appeared to alter the morphology of OPCs from a predominantly stellate morphology to an intermediate and/or perivascular cell type as reported by Kishida et al.^21^ This change in OPCs occurs in the absence of difference in the percentage of GST-π-+ mature oligodendrocytes (Figures S2A and S2B) but is associated with thinner myelin sheaths and an increase in the average g ratio (0.88 versus 0.80; **p = 0.002) in DIO mice (Figure 1E). Using a direct RNA hybridization gene expression assay for oligodendrocyte stages, we find that DIO drives an immature OPC-like gene expression profile in white matter compared with control (Figures S2C and S2D; Table S1), suggesting that DIO may compromise myelination by lineage restriction of OPCs.

### DIO impairs post-stroke remyelination

The major pathologic consequence of advanced cerebral small vessel disease is subcortical ischemic injury to the white matter. To determine the effect of DIO on ischemic white matter injury, we used an established model of white matter stroke produced by focal stereotactic injection of an eNOS inhibitor producing a permanent focal region of ischemia.^30,33^ At 7 days after white matter stroke, there was no significant difference in the stroke lesion volume when comparing animals on CFD versus HFD (p = 0.31) (Figure 2A). This ischemic white matter lesion results in a distinct population of stroke-responsive PDGFRα+ OPCs.^31,34^ In DIO mice, PDGFRα+ stroke-responsive OPCs per lesion were increased compared with control at 7 days post-stroke (Figure 2B). Spatial mapping of stroke-responsive OPCs coupled with nearest neighbor comparative analysis indicates a greater distribution of stroke-responsive OPCs specifically at the peri-infarct lesion margins in DIO mice compared with control (Figures 2B and S3). To determine if DIO impairs OPC differentiation after stroke, we compared PDGFRα+ OPC and GST-π+ mature oligodendrocyte cell counts in three regions of interest spanning the ischemic white matter lesion at 28 days post-stroke. DIO drives a significant change in oligodendrocyte cell populations 28 days after stroke (p = 0.0011, two-way ANOVA, *F* = 14.47) (Figure 2C). Residual stroke-responsive PDGFRα+ OPCs were present at 28 days post-stroke in animals on HFD compared with those on CFD (adjusted p = 0.0114). The number of GST-π+ mature oligodendrocytes within the lesion at 28 days post-stroke was variable and generally reduced in animals on HFD compared with those on CFD (adjusted p = 0.0654). To further assess the effect of DIO on white matter stroke remyelination, we measured peri-infarct myelin basic protein as a function of distance from the stroke core. This measure of functional remyelination after stroke demonstrates reduced peri-infarct MBP+ immunoreactivity at 28 days post-stroke in DIO mice compared with control mice (p < 0.0001, two-way ANOVA, *F* = 3.11) (Figure 2D), indicating a failure of post-stroke remyelination.

### Molecular profiling of white matter endothelia and OPCs using RiboTAG

To identify the molecular pathways induced by DIO that could drive abnormal endothelial-OPC signaling and thereby impair baseline and post-stroke remyelination, we used a cell-specific RiboTAG approach employing Tie2-Cre:RiboTag and PDGFRα-CreERT2:RiboTag mice to tag ribosomes in endothelia and OPCs, respectively, enabling translating ribosome affinity purification (TRAP)^35^ (Figure 3A). Tie2-Cre:RiboTag mice show robust hemagglutinin (HA) labeling in the cerebrovasculature (Figure 3B). RNA sequencing (RNA-seq) analysis of immunoprecipitated HA+ ribosomes from Tie2-Cre: RiboTag mice show endothelial specificity, with a specific enrichment of endothelial transcripts compared with established marker genes for other perivascular cells including pericytes and OPCs.^36^ Similarly, PDGFRα-CreERT2:RiboTag mice show significant HA expression in OPCs 4 days after induction with tamoxifen, and OPC transcripts are enriched after TRAP-seq (Figure 3C). 

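RNA bound to HA-tagged ribosomes was pulled down from the white matter of PDGFRα-CreERT2:RiboTag mice, in which tamoxifen leads OPCs to carry an HA tag on the ribosomal protein Rpl22, and was sequenced as 1 library per mouse. The libraries came from 4 mice on control diet (CFD, 10% of kcal from fat) and 4 mice on high-fat diet (HFD, 60% of kcal from fat). They are named here by diet and by the number in their labels, as CFD 1277, 1288, 1290 and 1291 and HFD 1117, 1322, 1323 and 1325. The paper's methods give 6 mice, whereas the labels list 8. The methods give tissue collection 48 h after tamoxifen, and the results give 4 days. The labels name a NuGEN kit for the libraries, the methods name a TruSeq kit with Ribo-Zero, and Figure 3A draws selection of polyA RNA. The methods give 4 lanes, and 2 lane files per library were analysed here. The authors aligned 69 bp paired-end reads to the mouse genome with STAR and deposited, for each lane, the raw count of reads on each Ensembl transcript, without normalization. The paper's text does not name the counting program, its annotation or its handling of strand and of reads shared between transcripts or gene copies. The counts behave like counts of sequence that belongs to a single transcript, because the 35746 transcripts with no exonic base of their own (25.7% of all) carried 0.00882% of the counts. Genes whose transcripts overlap are therefore measured on part of their length, and 2061 of 22018 protein-coding genes had a countable length under 10% of that of their longest transcript. Total counts ran from 10184647 to 12949018 on CFD, with a median of 12394731.5, and from 12059983 to 17705936 on HFD, with a median of 12946312. The paper's reported depth is 75.9 ± 11.1 M reads per library, and all values here use the counts, with a mean of 12.9 ± 2.13 M (SD, n = 8 libraries). Between 6.76% and 15.2% of the counts in a library lay on rRNA genes. For the values at the paper's claims, the lane files of a library were added, and 138884 transcripts were paired, all but 46, with 54835 genes of GENCODE release M21 (GRCm38) and summed per gene. Counts were scaled by edgeR's TMM method, and normalized counts are given at the mean scaled library size. Diets were compared with edgeR's quasi-likelihood test as HFD over CFD, with Benjamini-Hochberg adjustment, over the 13527 genes that passed edgeR's filter on low counts.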

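The marker genes of Fig. 3C were averaged over the 8 libraries. The 5 OPC markers had a mean of 680 ± 627 normalized counts (SD over 5 genes), against 59.2 ± 67.6 for the 5 endothelial markers and 42.2 ± 39.3 for the 5 pericyte markers. The F statistic over the 3 groups was 4.96, and an exact permutation test over all 126126 arrangements of the 15 genes gave p = 0.00159, with genes and not mice as the units. On the scale log2(normalized counts + 1), the alternative that moved the result most, F was 8.40 (exact permutation test, p = 0.00772). Among the OPC markers, Sdc3 had 1619 ± 310 normalized counts (SD, n = 8 mice), Cacng4 had 1021 ± 299, C1ql1 had 382 ± 76.7, Mmp15 had 238 ± 75.8 and Pdgfra had 140 ± 66.8. Pdgfra had 2447 countable bases over its transcripts, the longest of which has 6834 bases. The highest endothelial marker was Vwa1 with 161 ± 42.3 normalized counts and the lowest was Egfl7 with 2.51 ± 2.67. The highest pericyte marker was Col1a2 with 85.7 ± 39.3 and the lowest was Vtn with 5.47 ± 2.94, which had 388 countable bases against 1744 in its longest transcript. The ranges of the groups touched, since Vwa1 lay above Pdgfra. Both diets gave the same order of the group means, with F = 4.25 on CFD and F = 5.83 on HFD. Marker lists of further cell types, which Fig. 3C does not include, are given in log2 CPM over the genes tested. The mean was 7.75 for 5 choroid plexus markers, 7.24 for 10 neuron markers and 6.38 for 8 astrocyte markers, against 5.17 for the 5 OPC markers, 3.17 for 6 microglia markers and 1.94 for 7 endothelial markers. Counts of the RNA before pulldown were not analysed here, so these values are levels within the pulldown. From the higher counts of the OPC markers, the paper states that OPC transcripts are enriched after TRAP-seq.

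**Figure D1:**
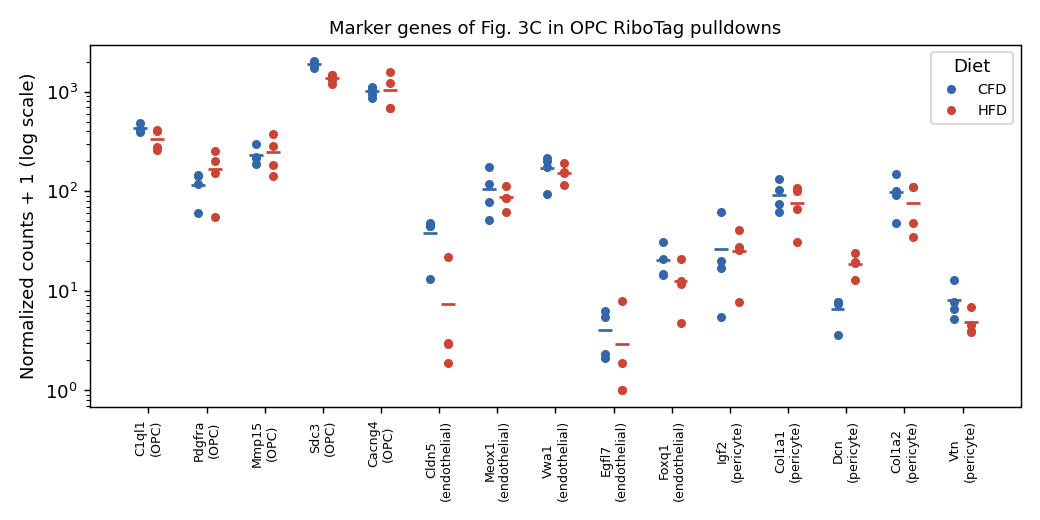
Normalized counts plus 1 (log axis) of the 15 marker genes of Fig. 3C in the OPC pulldowns, with 1 point per mouse for CFD (blue) and HFD (red) and a line at the mean of each diet (n = 4). The OPC markers have means between 140 and 1619 normalized counts over both diets, and the endothelial markers between 2.51 and 161.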

In both RiboTag strains, DIO results in a specific gene expression profile (Figures 3D and S4, Tables S2 and S3). 

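In OPC pulldowns, 668 of 13527 genes differed between the diets at an adjusted p-value under 0.1 (edgeR's quasi-likelihood test), of which 316 were higher and 352 lower on HFD. At 0.05 there were 339 genes, with 162 higher and 177 lower. The count changed with the test, the handling of lanes, the transcripts summed and the mice included. With protein-coding transcripts alone, 347 of 8274 genes passed 0.1, and 295 of the 668 kept their call and direction. At 0.1, DESeq2 on single transcripts gave 1924 transcripts with lanes summed and 6514 with each lane as its own replicate, edgeR with each lane as its own replicate gave 3489 genes, and edgeR without CFD 1291 gave 247 genes. The fits without CFD 1288, HFD 1322, HFD 1323 and HFD 1325 gave 313, 328, 320 and 368 genes. Those without CFD 1277, CFD 1290 and HFD 1117 gave 957, 490 and 537 genes. The 4 libraries of one diet lay entirely above or below those of the other in 1466 genes (10.8%, where chance gives 2.86%), and 616 of the 668 genes were among them. The lowest adjusted p-value belonged to Gm26917, a lincRNA gene on chromosome 17 (39843013 to 39846341). It had 1799 ± 651 normalized counts on CFD (SD, n = 4 mice) and 199 ± 27.0 on HFD, a log2 fold change of -3.18 (standard error 0.23, adjusted p = 7.07e-05 from edgeR). Usp48 (chromosome 4, 137593755 to 137658537) rose from 157 ± 26.5 to 558 ± 112, with a log2 fold change of 1.83 (standard error 0.20, adjusted p = 0.00416 from edgeR). Lnpk rose from 86.2 ± 15.4 to 288 ± 31.0, a log2 fold change of 1.74 (standard error 0.22, adjusted p = 0.00799 from edgeR). When only its protein-coding transcripts were summed, the value was -0.11 (standard error 0.58), which leaves their direction open. Meg3, a lincRNA gene, rose by 1.65 (standard error 0.21) and Abcc5 by 1.44 (standard error 0.19) on the log2 scale. Among genes with a mean of at least 50 counts, no overlap between diets and an adjusted p-value under 0.1, the rises with the largest log2 fold change were 1700109H08Rik (2.77), Lncppara (2.60), Tmem87a (2.60), Dnajb5 (2.51) and Gm20045 (2.46). Lncppara rested on HFD 1117, without which its log2 fold change was 1.40. The largest falls were Gm10800 (-3.65), Gm26917, Gabrq (-2.53), C1qc (-2.44) and Gm43319 (-2.30). Without CFD 1277, the log2 fold change was -2.0 for Gm10800 and -1.16 for Gabrq. Gabrq and Lncppara each kept an adjusted p-value under 0.1 in 4 of the 8 edgeR fits that left out a mouse, and each of the other genes named here kept it in all 8. On simulated counts with 200 genes changed by 1.5 on the log2 scale, of which 193 passed the filter, edgeR recovered 107 (55.4%) at 0.1 with 9 false calls. The paper states that DIO results in a specific gene expression profile.

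**Figure D2:**
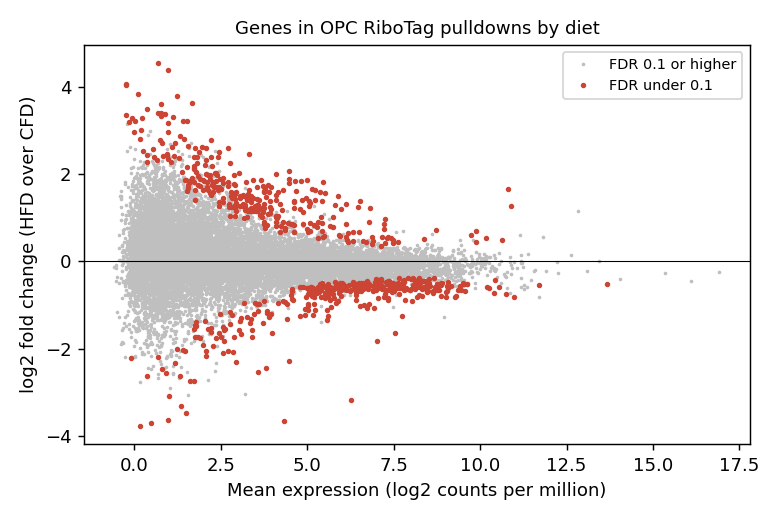
Mean expression (log2 CPM, horizontal axis) and log2 fold change of HFD over CFD (vertical axis) for the 13527 genes tested, with 1 point per gene. The 668 genes with an adjusted p-value under 0.1 are red, 316 of them above 0 and 352 below.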

Compared with white matter endothelial cells from normal-weight mice, DIO induced 112 up-regulated genes and 60 down-regulated genes (false discovery rate [FDR] < 0.1). Gene Ontology of the up-regulated endothelial genes points to DIO enrichment of immune signaling pathways including C-X-C chemokine signaling and IL receptor activation within white matter endothelia (Figure 3E). Among the top differentially regulated genes, *IL17Rb* (8.83-fold increase, FDR = 0.090) and its effector chemokine *Cxcl5* (11.35-fold increase, FDR = 0.064) were strongly up-regulated genes when comparing DIO versus control animals (Figure 3D) and suggests a cognate inflammatory signaling pathway specific to DIO in white matter endothelia. Furthermore, with the known role of chemokine receptor (CXCR) signaling on OPC migration,^23^ we reasoned that endothelial up-regulation of an IL-17Rb/CXCL5 signaling cascade in DIO mice may function to promote OPC migration to the vasculature. Gene Ontology of the differentially expressed genes (DEGs) induced in HA+ OPCs from PDGFRα-CreERT2:RiboTag mice on HFD compared with the full murine genome enriched for multiple pathways involved in cell migration (Figure 3E). 

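Gene Ontology terms were not analysed here, and Reactome sets related to migration and chemokines, fixed before the data were examined, were tested on the OPC libraries with camera at a preset correlation of 0.01, with adjustment over 21 lists. The Axon guidance set had a median log2 fold change of -0.15 over 197 genes tested (adjusted p = 0.00992 from limma's camera), with 126 genes lower and 71 higher on HFD. The Semaphorin interactions set had a median of -0.15 over 48 genes (adjusted p = 0.0371 from limma's camera). Neither call held under fry (adjusted p = 0.0731 for each) or with the correlation estimated by limma (adjusted p = 0.34 for each). Over all its alternatives, the adjusted p from limma ran from 7.90e-04 to 0.34 for Axon guidance and from 0.00414 to 0.34 for Semaphorin interactions. With camera, the Axon guidance call held in each of the 8 fits that left out a mouse. The Semaphorin call did not hold without CFD 1277, CFD 1288, CFD 1291, HFD 1323 or HFD 1325, and its median was -0.09 without CFD 1291 and without HFD 1117. With library size in place of TMM scaling, both medians turned to 0.02, while the median of all genes moved from 0.01 to 0.18. The Integrin cell surface interactions set (median -0.19 over 37 genes, adjusted p = 0.203 from limma's camera) did not pass the threshold. The Integrin set passed it without CFD 1290 (median -0.25) and without HFD 1322 (median -0.24), and its adjusted p over all alternatives ran from 0.00848 to 0.555. Its median was -0.36 without HFD 1323, -0.33 without CFD 1288 and -0.10 without CFD 1291. The Axon guidance and Semaphorin sets share members, and Rac2 was the lowest gene of both. Of the 197 Axon guidance genes, 21 had an adjusted p-value under 0.1 in edgeR's test, as did 6 of the 48 Semaphorin genes.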

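Of the 31 genes listed in Table 1, 29 passed the filter on low counts when all transcripts of a gene were summed, and Cxcl12 and Stat3, with 66 and 48 counts over the 8 libraries, did not. In edgeR's test 2 of the 29 had an adjusted p-value under 0.05 over all genes tested. Cx3cl1 (chromosome 8) fell on HFD by 0.69 on the log2 scale (standard error 0.14, adjusted p = 0.0293 from edgeR). Ccl25 (chromosome 8) rose by 1.53 (standard error 0.33, adjusted p = 0.0304 from edgeR). This is the sum of all Ccl25 transcripts, of which a retained-intron transcript held 35.5% of the counts. The protein-coding transcripts of Ccl25 had too few counts to test alone. Table 1 prints the opposite signs, 0.6773 for Cx3cl1 and -1.0643 for Ccl25. The directions here take the diet labels as given. The libraries cannot separate exchanged labels from a table that gives CFD over HFD. Adjusted over the list alone, 7 of the 29 passed 0.05, which is not independent evidence because the list was chosen on these libraries, and 15 had an unadjusted p-value under 0.05. The number over the list alone ran from 2 (without CFD 1291, HFD 1117, HFD 1322, HFD 1323 or HFD 1325) to 8 (without CFD 1288) in the 8 fits that each left out a mouse, and was 2 with library size in place of TMM scaling. Leaving out a mouse changed these calls. Both genes passed 0.05 without CFD 1277 and Ccl25 alone without HFD 1117. In the other 6 fits 0 genes of the list passed, with 8 to 12 at an unadjusted p-value under 0.05, and the adjusted p from edgeR lay between 0.0607 and 0.105 for Cx3cl1 and between 0.0570 and 0.101 for Ccl25. The number was 30 of 31 with DESeq2 on single transcripts and each lane as its own replicate, the alternative that moved it most among those set in advance. There each gene was represented by its transcript with the lowest p-value, whether or not Table 1 lists that transcript. Among the other genes, Rac2 had a log2 fold change of -2.07 (standard error 0.63, adjusted p = 0.109 from edgeR) on 144 counts over all libraries, and Pik3cg of -1.87 (standard error 0.74, adjusted p = 0.221 from edgeR) on 188 counts. Pik3cg rested on CFD 1290 (-1.05 without it). Gsk3b, with 110784 counts, had a log2 fold change of -0.03 (standard error 0.10), and Map2k1, with 56279 counts, of -0.23 (standard error 0.11). Without HFD 1322 these values were 0.02 and -0.15. The 8 chemokine ligand and receptor genes tested had a median log2 fold change of -0.57, with 6 lower and 2 higher on HFD (adjusted p = 0.344 from limma's camera, and between 0.114 and 0.629 over its alternatives), and the median was -0.31 without CFD 1291, -0.34 without CFD 1288 and -0.35 without HFD 1322. The signalling families of Table 1 (adenylate cyclases, G protein subunits, GRK kinases and PI3 kinase subunits) had a median of -0.05 over 28 genes tested, with 15 lower and 13 higher (adjusted p = 0.427 from limma's camera), and this median turned to 0.12 with library size in place of TMM scaling and to 0.01 without the filter. It was -0.10 without HFD 1117 and -0.0033 without HFD 1322. The Reactome set Chemokine receptors bind chemokines had a median of -0.69 over 7 genes (adjusted p = 0.427 from limma's camera), which was -0.38 without CFD 1290, -0.39 without CFD 1288 and -0.45 without CFD 1291.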

Pathway analysis of DEGs in HFD HA+ OPCs demonstrated enrichment for downstream chemokine signaling with 31 of 198 chemokine signaling pathway genes differentially expressed in HFD HA+ OPCs (FDR = 1.62 × 10^−55^)^37^ (Table 1).

### IL-17Rb and CXCL5 up-regulation in injured white matter vasculature

IL-17 signaling involves five IL ligands (A–E) and five cognate receptor isoforms that hetero- and/or homo-dimerize to effect downstream signaling.^38^ Within our transcriptional dataset, the only IL-17 receptor isoform that was significantly differentially regulated in DIO-affected cerebral endothelial cells was IL-17Rb (Table S4). Among a number of diverse functions, IL-17 receptor activation drives effector chemokine signaling, including CXCL5^39^ as a mechanism of identifying tissue injury. CXCL5 is a member of the C-X-C chemokine family^40^ that acts as a chemoattractant in other tissues and has been reportedly up-regulated in white matter after peri-natal hypoxia.^41^ Guided by our RNA-seq data, we hypothesized that DIO may induce IL-17B signaling acting through IL-17Rb resulting in increased endothelial expression of CXCL5, resulting in its secretion both into the bloodstream and into surrounding brain tissue to exert a localized paracrine effect on OPCs (Figure 4A). First, to confirm DIO-induced up-regulation of IL-17Rb/CXCL5 in white matter endothelia observed by TRAP-seq, we performed TRAP-qPCR using independent Tie2-Cre:RiboTag biologic replicates for a subset of differentially regulated genes (*Glut-1*, *Itgb3*, *Cd180*, *Hsd3b3*, *Tnfrsf10b*, *Il17rb*, *Cxcl5*, and *Ttc21a*) (Figure 4B). Using TRAP-qPCR, we confirmed the effect of DIO on white matter endothelia with similar degrees of up-regulation for *Il17rb* and *Cxcl5* (3.94 ± 0.07-fold expression, p = 0.0009, and 4.32 ± 0.01-fold expression, p = 0.0009, respectively). Retro-orbital venous blood sampling confirmed increased serum detection of CXCL5 in DIO mice (4,609 ± 407 versus 10,306 ± 1,660 pg/mL, p = 0.036; Figure 4C). Immunofluorescent labeling for IL-17Rb (Figure 4D) and CXCL5 (Figure 4E) in Tie2-Cre;tdTomato (Ai14) mice demonstrated a marked increase in detection of both molecules within white matter cerebral vessels in DIO mice. In peri-infarct tissue 7 days after subcortical white matter stroke, endothelial CXCL5 expression is significantly increased in mice on HFD versus those on CFD as measured by the percentage of CXCL5+ voxels that co-localized with GLUT-1 within the peri-infarct tissue surrounding the stroke (Figure 4F). As in uninjured white matter, the percentage of CXCL5+/GLUT-1+ voxels was significantly increased within the periinfarct tissue in animals on HFD (3.18 ± 0.29 versus 18.19 ± 1.06; p < 0.0001). Importantly, OPCs were seen in close apposition to CXCL5+ vessel segments in DIO mice, suggesting that this IL-chemokine cascade may drive vascular-OPC signaling and regulate OPC migration (Figure 4F).

### The IL-17/CXCL5 pathway as a vessel-to-OPC signaling paradigm

To confirm that IL-17 signaling can drive brain endothelial CXCL5 secretion as suggested by our transcriptional data and working model, we stimulated primary human brain microvascular endothelial cells with recombinant isoforms of IL-17 (A–E). IL-17B, -D, and -E (250 ng/mL) were noted to drive 2-fold increases in the secretion of CXCL5 into conditioned medium (p = 0.0372; Figure 5A). *In vitro* exposure of O4+ OPCs to increasing doses of recombinant murine CXCL5 resulted in a dose-dependent increase in OPC cell area with cytoskeletal changes suggesting motility (p < 0.0001, *F* = 9.82 by one-way ANOVA; Figure 5B). To determine the ability of endothelial CXCL5 to signal to OPCs *in vivo*, we used a combined transgenic and targeted viral gene expression approach (Figure 5C). We designed a pCDH-FLEX-CXCL5-T2A-GFP lentiviral construct to target CXCL5 overexpression to white matter endothelial cells in Tie2-Cre;tdTomato mice. Injection of lentiviral particles expressing either pCDH-FLEX-CXCL5-T2A-GFP or control pCDH-FLEX-GFP into the subcortical white matter of Tie2-Cre;tdTomato mice results in targeted gene expression specifically in white matter vasculature (Figure S5). After 6 weeks of endothelial upregulation of CXCL5-GFP or GFP in normal-weight mice, we measured the distance of individual OPCs from vessels and the cell area of vessel-associated OPCs (Figure 5C). The average distance of OPCs from tdT+ vessels was reduced in CXCL5-GFP-injected animals compared with GFP-injected animals, while the number of PDGFRα+ OPCs in apposition to tdT+ vessels was increased (top panels in Figures 5C, 5E, and 5F), supporting a chemoattractant role for CXCL5 on OPCs. Consistent with the effects of recombinant CXCL5 on OPCs *in vitro*, endothelial over-expression of CXCL5 *in vivo* resulted in increased OPC cell area (bottom panels in Figures 5C and 5G). There was no difference in vessel length induced by CXCL5 overexpression in normal-weight mice (0.26 ± 0.05 mm [GFP] versus 0.25 ± 0.06 mm [CXCL5-GFP]; p = 0.89).

To block DIO-induced endothelial CXCL5 expression resulting from IL-17Rb activation, we employed repetitive peripheral injections of a function-blocking anti-IL-17B antibody or isotype control immunoglobulin G (IgG) for 6 weeks in Tie2-Cre;tdTomato mice on HFD (Figure 5D). Endothelial CXCL5 expression within the tdT+ vasculature of subcortical white matter was reduced by 60.4% using this approach (p = 0.018, n = 4/group [grp]; Figure 5H), while IL-17Rb levels were not changed (Figure S5), indicating that DIO-induced increases in endothelial CXCL5 can be at least partially regulated through IL-17B signaling at the endothelial cell surface. Peripheral blocking of IL-17B signaling significantly reduced both the frequency of vessel-associated OPCs as well as the mean vessel-OPC distance in DIO mice (top panels in Figures 5D–5F), while the cell surface area of vessel-associated OPCs was not significantly different in HFD mice administered anti-IL-17B antibody (bottom panels in Figures 5D and 5G). Notably, anti-IL-17B IgG treatment did not significantly alter white matter vessel length in mice on HFD (0.22 ± 0.04 mm [control IgG] versus 0.21 ± 0.04 [anti-IL-17B IgG]; p = 0.50).

### IL-17B and CXCL5 levels in human subjects at risk for cerebrovascular disease

With a working model suggesting that DIO drives white matter endothelial CXCL5 expression through IL-17B/IL-17Rb signaling, we sought to establish the relevance of this signaling cascade to human cerebral small vessel disease and vascular cognitive impairment. Using available plasma samples from a single-center cohort study including subjects presenting with acute neurologic symptoms suggestive of stroke,^42,43^ we assayed plasma levels of IL-17B and CXCL5 using a custom Luminex assay. In those subjects with concurrent blood samples and MRI scans (n = 131), subjects with detectable levels of IL-17B (n = 32, mean IL-17B = 47.83 pg/mL) had higher median CXCL5 levels (1,043.0 pg/mL) than in those without detectable IL-17B (n = 99, 515.3 pg/mL; p < 0.0001) (Figure 6A). In subjects with tissue-confirmed acute microvessel ischemic lesions, CXCL5 values were higher in those subjects with detectable IL-17B compared with those without measurable IL-17B levels (p = 0.0157) (Figure 6B). In this cohort, the burden of pre-existing cerebral small vessel disease indicated by modified Fazekas scale scoring of white matter hyperintensities is significantly different in IL-17B+ subjects compared with IL-17B− subjects (p < 0.0001). To confirm CXCL5 expression by white matter endothelia, we examined CXCL5 expression in peri-ventricular white matter from a small post-mortem convenience cohort (n = 10) of older individuals (86 ± 8 years of age) with measurable amounts of cerebrovascular pathology (Table S5; Figure 6C). The mean percentage of CXCL5+ vessel segments per subject was 71.2% ± 0.08% (17.2 ± 3.4 vessel segments/subject; p = 0.0005) (Figure 6C). Using a separate cohort of 150 subjects with baseline serum sampling and longitudinal cognitive assessment, a mixed-effects regression model adjusted for age, sex, education, and pre-morbid cognitive diagnosis indicates that elevated serum CXCL5 values are significantly associated with level of decline in mean executive function over time (β estimate = 4.61 × 10^−5^, p = 0.026) (Table S6).

## DISCUSSION

Cerebral small vessel disease is increasingly recognized as a substantial contributor to stroke risk and dementia.^6^ Microvascular injury in the brain is driven by cardiovascular risk factors, yet molecular factors that link systemic vascular risk factors with molecular pathways in the brain are lacking. Here, we use a mouse model of DIO to identify a multicellular inflammatory signaling cascade active in injured white matter before and after ischemic stroke that can also function as a diagnostic and prognostic biomarker for cerebral small vessel disease. Modeling of chronic cerebrovascular risk and pathology using a combined DIO and subcortical white matter stroke model demonstrate that OPCs respond to DIO by vascular association and that their differentiation post-stroke is restricted. Using TRAP-seq in endothelial and OPC transgenic mice, we identify a vascular-OPC signaling cascade acting predominantly through IL-17B-IL-17Rb interaction at the vascular surface to drive endothelial expression of the C-X-C family chemokine CXCL5, promoting OPC chemoattraction to the vasculature. With a combination of *in vitro* and *in vivo* studies, we show both that IL-17B regulates endothelial expression of CXCL5 and that OPCs respond to endothelial CXCL5 expression by associating to the vasculature, likely through CXCR-mediated activation of cellular migration. Finally, we extend these findings to the human condition by demonstrating that CXCL5 is present in aged cerebral small vessels and that circulating levels of CXCL5 can identify subjects with imaging or cognitive manifestations of cerebral small vessel disease.

Despite advances in single-cell RNA-seq, cell-specific transcriptional profiling using ribosomal tagging remains a valuable tool in parsing out molecular signals from a complex tissue such as the brain.^35,44^ Here, we utilized EndoRiboTag mice^45^ in the context of a chronic vascular risk factor model to identify endothelial pathways that appear relevant to human cerebral small vessel disease. A similar vascular profiling approach could be easily applied to identify microvascular injury signals in other organs such as the kidney or retina or conditions that feature microvascular injury including aging, diabetes, or isolated hypertension. Our attempt to translate this vascular profiling approach from mouse to human as a platform for biomarker discovery may represent a unique opportunity to better understand the relationship between cerebrovascular risk factors and human cerebral small vessel disease.

Here, we chose to model obesity as it is a leading cardiovascular and cerebrovascular risk factor, is growing in prevalence,^46^ is associated with white matter changes in humans,^11,13–15^ and has a reliable animal model.^28^ Our findings of reductions of white matter vasculature and increased OPCs in DIO mice are similar to those reported in other models of chronic white matter injury.^26^ While these results reporting vessel-associated OPC morphology in the context of DIO are somewhat discrepant with the heterogeneity of OPC morphologies reported by others,^21^ this work focused exclusively on subcortical white matter and peri-infarct OPCs, which may have less variation in OPC morphology to begin with. Our results showing ultrastructural changes in myelin in adult-onset DIO are similar to those seen in genetically obese (ob/ob) mice with reductions in myelin^47^ and increases in OPCs in leptin-deficient ob/ob mice,^48^ validating this model for the study of chronic white matter injury. OPCs are known to respond early and robustly to white matter ischemic lesions common to the aging human brain.^31,49,50^ The peri-infarct white matter at the margin of the ischemic lesion, often referred to as the white matter penumbral region,^51^ is where reparative remyelination can be activated.^31^ In DIO mice, the stroke-responsive OPC lesion area is 30% larger, and this expanded penumbral region is marked by increased endothelial CXCL5 expression, potentially explaining why more stroke-responsive OPCs are seen at the lesion periphery. Though we did not demonstrate it here, therapeutic targeting of the vasculature in order to regulate remyelination after stroke is an attractive strategy for brain repair.

Vessels and OPCs are known to interact both during development and to maintain white matter homeostasis.^52^ During CNS development, OPCs migrate extensively to distribute throughout the entire CNS, and this migration requires the physical vascular scaffold.^23^ Cerebral endothelial cells secrete trophic factors that activate Src and Akt signaling pathways to support the survival and proliferation of OPCs.^18^ However, the full spectrum of molecular pathways that drive the vessel-OPC interaction remain largely unknown. The present data in disease and studies in the developing brain indicate that chemokines are critical. *In vivo* time-lapse imaging reveals that in the developing mouse brain, OPCs interact with vasculature and migrate along the vessels to the destined cerebral regions dependent on CXCR4 activation in OPCs, which binds to endothelial secreted ligand CXCL12, and promotes their attraction to cerebral vasculature.^53^ Our study illustrates a similar phenomenon, with DIO-induced endothelial expression of CXCL5 promoting the association of OPCs to the vasculature within adult white matter *in vivo*. Transcriptional profiling of OPCs in DIO using PDGFRα RiboTAG mice further imply that chemokine signaling pathways play a significant role in regulating a migratory interaction between endothelial cells (ECs) and OPCs. Based on the Gene Ontology analysis from DIO OPCs, this interaction may promote white matter angiogenesis in the chronic state.

Though much is known about the IL-17 superfamily, comparatively little is known about IL-17B and IL-17Rb signaling.^38^ Using both gain- and loss-of-function studies *in vitro* and *in vivo*, we clearly demonstrate that IL-17B can act on brain endothelia to produce CXCL5. The precise source of IL-17B is unclear, though DIO is known to promote Th17 T cells that may function as a primary source of this cytokine.^54^ Beyond its potential paracrine action on OPCs in the white matter, CXCL5 is secreted by ECs. As such, we hypothesized that circulating CXCL5 could also function as a disease biomarker. In two small, but independent, cohort studies, we show that circulating CXCL5 can function as a cross-sectional diagnostic biomarker for white matter injury on MRI and, in a longitudinal cohort, may associate with future cognitive impairment.

An emerging concept places the cerebral EC at the center of the pathophysiology relevant to cerebral small vessel disease.^55^ Because they act as the conduit between the brain and systemic insults such as hypertension, diabetes, and the metabolic disturbances of obesity, the cerebral endothelia represent an attractive target for understanding disease pathogenesis. From the data presented here, intercellular inflammatory signaling involving the IL-chemokine pathway may be central to white matter injury and post-ischemic myelin repair. Molecular pathways triggered by chronic cerebrovascular risk factors can directly alter injury response and repair after stroke by acting through vascular regulation of myelination.

### Limitations of the study

Despite our translational results from mouse to human, this study has important limitations. Regional transcriptional profiling from endothelia only in the subcortical white matter limits the ability to generalize this oligovascular signaling response to other brain regions. Additionally, while we demonstrate the ability of IL-17B to signal through the IL-17Rb receptor to trigger CXCL5 expression in murine and human microvascular ECs, we did not identify a source for circulating IL-17B. If identified, this could drive a therapeutic strategy for white matter repair by targeting the source of IL-17B in obesity. Finally, both cohorts of human subjects are relatively small, and though significant, the magnitude of the effect on diagnosis or prognosis is small. Future studies can expand on these findings using combined IL-17B and CXCL5 measurements in larger, coordinated cohorts enriched for subjects at risk for vascular cognitive impairment.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Jason D. Hinman ().

#### Materials availability

Plasmids generated in this study are deposited in Addgene. Mouse lines generated in this study are available to share upon contact with the lead contact. Anti-IL-17B antibody used in Luminex assay may be available from the manufacturer upon request (Biotechne).

#### Data and code availability

RNA-seq data have been deposited at GEO: GSE217356 and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. Microscopy data reported in this paper will be shared by the lead contact upon request. All original code has been deposited at https://doi.org/10.17605/OSF.IO/2YMB4 and is publicly available as of the date of publication. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Animals

All animal studies presented here were approved by the UCLA Animal Research Committee ARC#2014-067-01B, accredited by the AAALAC. Mice were housed under UCLA regulation with a 12-hour dark-light cycle. All mice used in the study were male. Wild-type C57Bl/6 mice fed ad lib on 60%kCal from fat chow (Research Diets, Inc.) (HFD) (Strain #380050) or 10%kCal from fat chow (Research Diets, Inc.) (CFD) (Strain #380056) were purchased directly from Jackson Labs at 17 weeks of age and allowed to acclimate for 2 weeks prior to experimental use. Weights (g) were measured weekly. The PDGFRα- CreERT2/Rpl22-HA and Tie2-Cre/Rpl22-HA transgenic strain were generated by crossing PDGFRα- CreERT2 mice (Jackson Labs Strain #018280 - B6N.Cg-Tg(Pdgfra-cre/ERT)467Dbe/J) and Tie2-Cre (Jackson Labs Strain #008863-B6.Cg-Tg(Tek-cre)1Ywa/J) with Rpl22-fl-Rpl22-HA (Jackson Labs Strain #011029 - B6N.129-Rpl22tm1.1Psam/J). The Tie2-Cre;tdTomato mice were generated by crossing Tie2-Cre mice with flox-stop tdTomato mice (Jackson Labs Strain #007908 – B6;129S6-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J). Diet-induced obesity was induced in transgenic mice by ad lib feeding with 60%kCal from fat chow (HFD) or 10%kCal from fat chow (CFD) (Research Diets, Inc.). Genotyping was performed by transgene specific qPCR (Transnetyx). For OPC RNA-sequencing, tamoxifen (Sigma) was dissolved in corn oil and injected i.p. (50mg/kg) once to PDGFRα-CreERT2/Rpl22-HA (n = 6) mice and animals were euthanized and tissue collected 48 hrs later for RiboTag pulldown as described.

#### Human subjects

##### ASPIRE study cohort

Patients presenting for emergency evaluation of stroke or cerebrovascular disease were recruited and provided blood samples and neuroimaging data as approved by the UCLA Institutional Review Board (IRB # 14-001798) as previously reported.^42^ Serum levels of IL-17B and CXCL5 were measured in technical duplicate using a custom Luminex assay (R&D Systems). Manufacturer protocol was followed and antigen binding within the assay was measured on a Luminex 200 System and analyzed using Milliplex Analyst 5.1. Modified Fazekas scores were determined by blinded analysis of T_2_-weighted FLAIR images by two independent reviewers. ASPIRE study data are available at https://osf.io/92erq/.

##### Post-mortem cohort

Subjects were selected from a subset of 950 UCDavis ADC Neuropathology Core samples based on a priori selection criteria. All subjects consented to autopsy. A convenience cohort of ten elderly individuals with variable amounts of cerebrovascular disease and low Braak and Braak scores were selected for analysis. Age and sex information is provided in Table S2.

##### Longitudinal cohort

UCD ADRC Longitudinal Diversity Cohort consists of demographically diverse individuals recruited through both clinical and community sources.^56^ Formal written consent was obtained for all participants prior to the collection of data. For this study, this highly demographically diverse cohort consists of 58% non-Hispanic Caucasians (Whites), 19% African Americans (Blacks) and 13% Hispanics, 52% female, average age 78 + 7.3 years with average educational attainment of 14.7 + 4.0 years ranging from 0–20 years and various medical comorbidities common to the general population. Longitudinal cognitive testing utilized the Spanish English Neuropsychological Assessment Scale.^57,58^ Participants for this study were assessed 6.3 + 3.6 times ranging from 1–17 times. Serum levels of CXCL5 were measured in technical duplicate using a custom Luminex assay as above.

#### Human brain microvascular endothelial cell culture

Primary Human Brain Microvascular Endothelial Cells (HBMECs) (Cell Systems) between P5-P9 were maintained at 37°C until confluence with manufacturer recommended media containing serum with media exchange every two days. Maintenance cultures were replated into a 96-well filter bottom plate and cultured until near confluence. Cultures were mixed sex and not authenticated.

### METHOD DETAILS

#### Animals

All animal studies presented here were approved by the UCLA Animal Research Committee, accredited by the AAALAC. Mice were housed under UCLA regulation with a 12 hour dark-light cycle. All mice used in the study were male. Wild-type C57Bl/6 mice fed ad lib on 60%kCal from fat chow (HFD) (Strain #380050) or 10%kCal from fat chow (CFD) (Strain #380056) were purchased directly from Jackson Labs at 17 weeks of age and allowed to acclimate for 2 weeks prior to experimental use. The PDGFRα- CreERT_2_/Rpl22-HA and Tie2-Cre/Rpl22-HA transgenic strain were generated by crossing PDGFRα- CreERT_2_ mice (Jackson Labs Strain #018280 - B6N.Cg-Tg(Pdgfra-cre/ERT)467Dbe/J) and Tie2-Cre (Jackson Labs Strain #008863-B6.Cg-Tg(Tek-cre)1Ywa/J) with Rpl22-flRpl22-HA (Jackson Labs Strain #011029 - B6N.129-Rpl22tm1.1Psam/J). The Tie2-Cre;tdTomato mice were generated by crossing Tie2-Cre mice with flox-stop tdTomato mice (Jackson Labs Strain #007908 – B6;129S6-Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^/J). Diet-induced obesity was induced in transgenic mice by ad lib feeding with 60%kCal from fat chow (HFD) or 10%kCal from fat chow (CFD) (Research Diets, Inc.). Weights (g) were measured weekly. For OPC RNA-sequencing, tamoxifen (Sigma) was dissolved in corn oil and injected i.p. (50mg/kg) once to PDGFRα-CreERT^2^/Rpl22-HA (*n* = 6) mice and animals were euthanized and tissue collected 48 hrs later for RiboTag pulldown as described.

#### White matter stroke

Subcortical white matter ischemic injury was induced as previously described^33^ using three stereotactic injections of the irreversible eNOS inhibitor, L-Nio (L-N⁵-(1-Iminoethyl) ornithine, dihydrochloride; Calbiochem) into the subcortical white matter under sensorimotor cortex. Animals (*n* = 8/grp) were sacrificed at 7- or 28-days post-stroke and analyzed for tissue outcomes.

#### Translating ribosome affinity purification and RNA-sequencing

HA-tagged ribosomal associated RNAs from cerebral white matter endothelia or OPCs were isolated following published protocol.^35^ Post-immunoprecipitation RNA samples were purified by Nucleospin miRNA kit (Machary-Nagel). Normalized RNA amounts (ng) underwent cDNA library generation using the TrueSeq with Ribozero kit preparation (Illumina), pooled and sequenced using 69 bp paired end reads on a Illumina HiSeq 4000 sequencer. Samples were sequenced over 4 lanes for an average of read count of 62.1± 10.7 million per sample (Tie2-Cre:RiboTag) and 75.9 ± 11.1 million per sample (PDGFRα- CreERT_2_:RiboTag). Reads were aligned to the mouse genome using STAR (v.mm10). Differential gene expression analysis was performed using EdgeR assuming an FDR <0.1 as significant. Gene ontology analysis was performed using GOrilla^59^ and Enrichr.^60^ Chemokine pathway analysis was performed using the KEGG pathway resource^61^ and verified using the STRING database resource.^37^ Selected genes were verified by qPCR using independent TRAP isolates.

#### RNA hybridization assay

Wild-type C57Bl/6 mice (*n* = 4/grp) were placed on CFD or HFD starting at 8 weeks of age and after 12 weeks on CFD or HFD were sacrificed. The subcortical white matter was freshly dissected. RNA was isolated using the Nucleospin miRNA kit (Machary-Nagel). RNA samples were allowed to directly hybridize with a custom RNA probe set for 120 oligodendrocyte/myelin gene set derived from Zhang et al.^36^ with 40 genes each corresponding to the major oligodendrocyte stages including oligodendrocyte progenitor cells (OPC), pre-myelinating oligodendrocytes (PMO), and (myelinating oligodendrocytes (MO). Hybridized mRNA species were detected using the nCounter detection system (Nanostring) and normalized to five housekeeping genes (Supplemental Data File 1). Normalized counts for each probe set were divided into three major oligodendrocyte subtypes (OPC, PMO, and MO) and compared by differential gene expression analysis. Additional comparisons were performed using normalized read counts from Zhang et al. using a tSNE data reduction analysis.

#### IL-17 treatment and CXCL5 measurement

Two days after seeding, HBMECs were stimulated with culture medium containing 250 ng/mL of mouse IL-17A, B, C, D, or E (R&D Systems, Inc.). Conditioned media from triplicate culture conditions was collected after 48 hours and human CXCL5 levels measured using a human CXCL5 Quantikine Elisa Kit (R&D Systems, Inc.). Absorbance values measured at 450 nm and absorbance at 570 nm was used for background subtraction. Background subtracted absorbance values were converted to pg/mL concentrations based on standard curve concentrations.

#### Microscopy and imaging

Animals were euthanized with a lethal dose of isoflurane, transcardially perfused with PBS followed by 4% paraformaldehyde in 0.1 M sodium phosphate buffer, brains removed, post-fixed for 24 hrs and cryoprotected for 48 hrs in 30% sucrose in PBS. Forty micron coronal cryosections and immunostaining were performed essentially as described.^30^ The following primary antibodies were used: mouse anti-NF200 (1:200, Sigma), rabbit anti-MBP (1:500, Calbiochem), goat anti-PDGFRα (1:500; Neuromics), mouse anti-HA (1:1000, Biolegend), rabbit-Gst-π (1:1000, Millipore), rabbit anti-IL-17Rb (1:500, Santa Cruz Biotech), rat anti-CXCL5 (1:250, R&D) in PBS containing 5% goat or donkey serum and 0.3% Triton-X 100 (Sigma) overnight at 4°C. Secondary antibody labeling was performed using donkey anti-mouse, donkey anti-rabbit, donkey anti-rat or donkey anti-goat Fab_2_-Alexa conjugated antibodies (Jackson Immunoresearch, Inc.). All microscopic images were obtained using a Nikon C2 confocal microscope.

#### Electron microscopy

Wild-type C57Bl/6 mice (*n* = 6/grp) on CFD or HFD were transcardially perfused with a 2% glutaraldehyde solution, post-fixed for 24 hrs, hemisected in the sagittal plane and 2 mm cubes including the corpus callosum were dissected and embedded in plastic resin for ultrastructural analysis as previously described.^31^ One-micron, plastic embedded toluidine blue stained sections were used to select transcallosal fibers underneath sensorimotor cortex by light microscopy. Three electron micrographs were obtained at a primary magnification of 7200X using a JEOL 100 CX transmission electron microscope and a representative electron micrograph of high technical quality from each animal was used for quantitation of fiber diameter, axon diameter, myelin thickness, and g-ratio.

#### Lentiviral injection

A plasmid containing the open reading frame of the murine CXCL5 sequence with a 3′ stop codon was purchased from Origene (#MR200761). The pCDH-EF1-FLEX-EGFP-CMV-2A-TagBFP2-SC dual promoter lentiviral backbone was created by subcloning the FLEX-GFP sequence between the loxP sites from the pAAV-FLEX-GFP vector (Addgene #28304) into the pCDH-EF1-MCS-CMV-2A-pTagBFP2-SC dual promoter lentiviral construct using restriction digestion. The pCDH-EF1-FLEX-EGFP-CMV-2A-TagBFP2-SC backbone was linearized by removing the GFP sequence between the loxP sites using restriction digestion with XhoI and EcoRI (New England Biolabs). The murine CXCL5 sequence was PCR amplified in a HiFi DNA Assembly reaction (New England Biolabs) such that it was subcloned in the 3’>5′ position in between the loxP sites. The resulting reaction was transformed into Stbl3 E.coli cells and positive clones were identified by restriction digestion and verified by DNA sequencing. Subsequently, a 3’>5′ T2A-copGFP sequence was added 5′ to the murine CXCL5 sequence. The donor T2A-copGFP vector (pCDH-EF1-MCS-copGFP; System Biosciences) was PCR amplified and subcloned into pCR-Blunt II TOPO (ThermoFisher Scientific) for amplification and utilized in a HiFi DNA Assembly reaction. The resulting reaction was transformed as above and positive clones were identified by restriction digestion and DNA sequencing. DNA amplification was performed using an Endotoxin-Free PureLink Plasmid Midiprep Kit (ThermoFisher Scientific). Resulting DNA was quantified and used in lentiviral packaging. Control GFP and CXCL5-GFP lentivirus were packaged in human 293 cells (ATCC cat. no. CRL-11268) and concentrated by ultracentrifugation on a sucrose column. 200 nL of concentrated virus was injected into the subcortical white matter and allowed to express for 6 weeks.

#### Anti-IL-17B antibody administration

Anti-mIL-17B function blocking antibody (R&D, AF1709) was diluted with 0.9% saline to a concentration of 1 mg/mL. Normal Goat isotype-matched IgG (R&D, AB-108-C) was used as control. Tie2-Cre;tdTomato mice were fed with high fat diet starting at 8 weeks old and weighed weekly. Aliquots of 50μg of anti-mIL-17B IgG or control IgG were prepared and administered in a blinded fashion every 72 hours by intraperitoneal injection from 14 weeks old and analyzed 48 hours after the last injection at 20 weeks old.

#### Microscopic analysis

To measure microvascular complexity, Tie2-Cre;tdTomato expressing vessels were used for the analyses of vessel volume, vessel length, and junction point. Vessel volume was measured by Imaris software with automated “Add surface” function. Volume of small particle less than 30μm^3^ was subtracted to eliminate the background interference. The masked volume that created by Imaris was identified as vessel volume. Vessel length and junction point were analyzed by AngioTool. The parameters for AngioTool measurement were set as “Diameter 5–40”, “Intensity 40–255” and “Particles less than 10000”.

Analysis of the spatial distribution of stroke-responsive OPCs was performed as follows. The boundary of increased PDGFR-α-+ cells and the loss of GST-π-+ cells was identified in each of three sections per animal (*n* = 3 animals/group). Using Imaris software, the x,y,z position of each PDGFR-α-+ cell relative to the user defined center point (x = 0, y = 0, z = 0) of the elliptical stroke region was determined using the automated “Add Spots” function. Individual cell areas were generated by Imaris with “Add Surface” function. Because the z-axis was limited (10 μm), a two-dimensional grid analysis was performed using a 2D modification of the previously reported 3D spatial density estimator using a smoothing parameter of *k* = 8. The local cell density in each position within the overlaid grid is compared statistically as previously described. Therefore, a *p*-value map is generated for each position in the grid and thresholded (*p*<0.05) to reveal regions with significant density differences. The size of PDGFRα+ OPC was measured individually by Imaris with automated “Add surface” function. Voxel of small particle less than 800 was subtracted to eliminate the background interference. The masked area of PDGFRα+ OPC that created by Imaris was identified as the size of OPC. OPC-vessel distance was measured by Imaris with “Add spot” function. For PDGFRα+ OPC location, nucleus with Dapi staining was used as a reference. The distance of Tie2-Cre;tdTomato vessel to PDGFRα+ OPC was measured with the function of “Spot to Spot closest distance”.

The levels of CXCL5/IL-17Rb in IgG/IL-17B treated mice white matter were measured by Imaris “Coloc” function. The percentages of CXCL5/IL-17Rb that colocalized with Tie2cre;tdTomato positive vessels were measured as voxel areas. For GLUT-1/CXCL5 colocalization measurement, GLUT-1 positive vessels were masked by Imaris with “Add surface” to create new GLUT-1 and CXCL5 channels. The percentages of GLUT-1/CXCL5 colocalization in new channels were measured as voxel areas by Imaris “Coloc” function.

#### Immunohistochemistry for human brain samples

Case selection was made from a subset of 950 UC Davis ADC Neuropathology Core samples based on *a priori* selection criteria: low Braak and Braak scores, at least 80% with some pathologic evidence of cerebrovascular disease sufficient to cause dementia. The most recent cases available were selected based on the selection criteria. Immunohistochemistry was performed using formalin (Medical Chemical Corporation, 575A) fixed paraffin embedded tissue sections cut at 6μm. Sections where placed on positive charged slides (Fisherbrand, 12-550-15) then incubated overnight at 60°C. De-paraffinization was accomplished with three 5min xylene (Fisher Scientific, X3P) washes. The samples were rehydrated with graded concentrations of alcohol (American MasterTech, ALREACS) diluted with deionized water. Endogenous peroxidase was blocked with a 3% solution of hydrogen peroxide (Fisher Scientific, H325–500) 20min incubation. Heat-induced epitope retrieval used a citrate buffer (BioCare Medical, CB910M). The slides incubated in the buffer at 90°C for 45min. Blocking used 2.5% normal horse serum (Vector, S2012) for 60min. Antigen specificity was elucidated by incubating the slides for 90min in CXCL5/6 (1:100, Abcam, ab198505). Primary antibody detection was amplified with a 45min incubation using a secondary antibody (Vector, MP-7401). A 5 second counterstain used hematoxylin (Richard Allan Scientific, 7221). The samples were dehydrated with graded alcohols and three xylene washes before being coverslipped.

### QUANTIFICATION AND STATISTICAL ANALYSIS

The number of animals used in each experiment is listed in the Results section. Vessel densities and oligodendrocyte population cell counts as a fraction of total cells were determined by averaging counts from 5 fields of view (FOV) throughout the corpus callosum across a minimum of three sections 240 μm apart. Per animal averages were generated and significance between groups determined using an unpaired Welch’s t-test (α = 0.05). Measurements of white matter ultrastructural features were determined using 6 FOVs and averaged across animals and compared at the feature level separately using Mann-Whitney U test between groups (α = 0.05). Determination of stroke lesion area was performed by sampling lesion area (*n* = 3–5 40 μm sections) across groups (n = 4/grp) and using the sampled distribution to create bootstrapped area distribution (*n* = 25) representing a full area sampling of the approximate 1 mm lesion created by the stroke model. This area distribution was averaged across animals in each group and compared using a Mann-Whitney U test between groups (α = 0.05). Spatial analysis of stroke-responsive OPCs were determined as above. Cell counts at 28d post-stroke were determined across three sections 240 μm apart with lesion core and edge analyses determined using a two-way ANOVA (α = 0.05) with post-hoc Holm-Sidak test to correct for multiple comparisons. Post-stroke myelination was determined using a Chi-square comparison of distributions. Gene expression differences were determined at the individual gene level using unpaired Welch’s t-test (α = 0.05). CXCL5 values in conditioned media were analyzed using a Krusal-Wallis test with false discovery rate correction. Human serum CXCL5 levels were log_10_ transformed and compared by Mann-Whitney U test. Fazekas scale scores were compared using an ordinal shift Chi-square analysis. Human CXCL5+ vessel segments were compared by two-tailed, one-sample t-test assuming no expression of CXCL5 in non-injured tissue. Unless otherwise stated, all other comparisons were determined using a one-way ANOVA with post-hoc Holm-Sidak test to correct for multiple comparisons. Statistical analysis was performed using GraphPad Prism 7 software. Data are shown as mean ± SEM.

## Supplementary Material

1

2

3

4

## Figures and Tables

**Figure 1.**
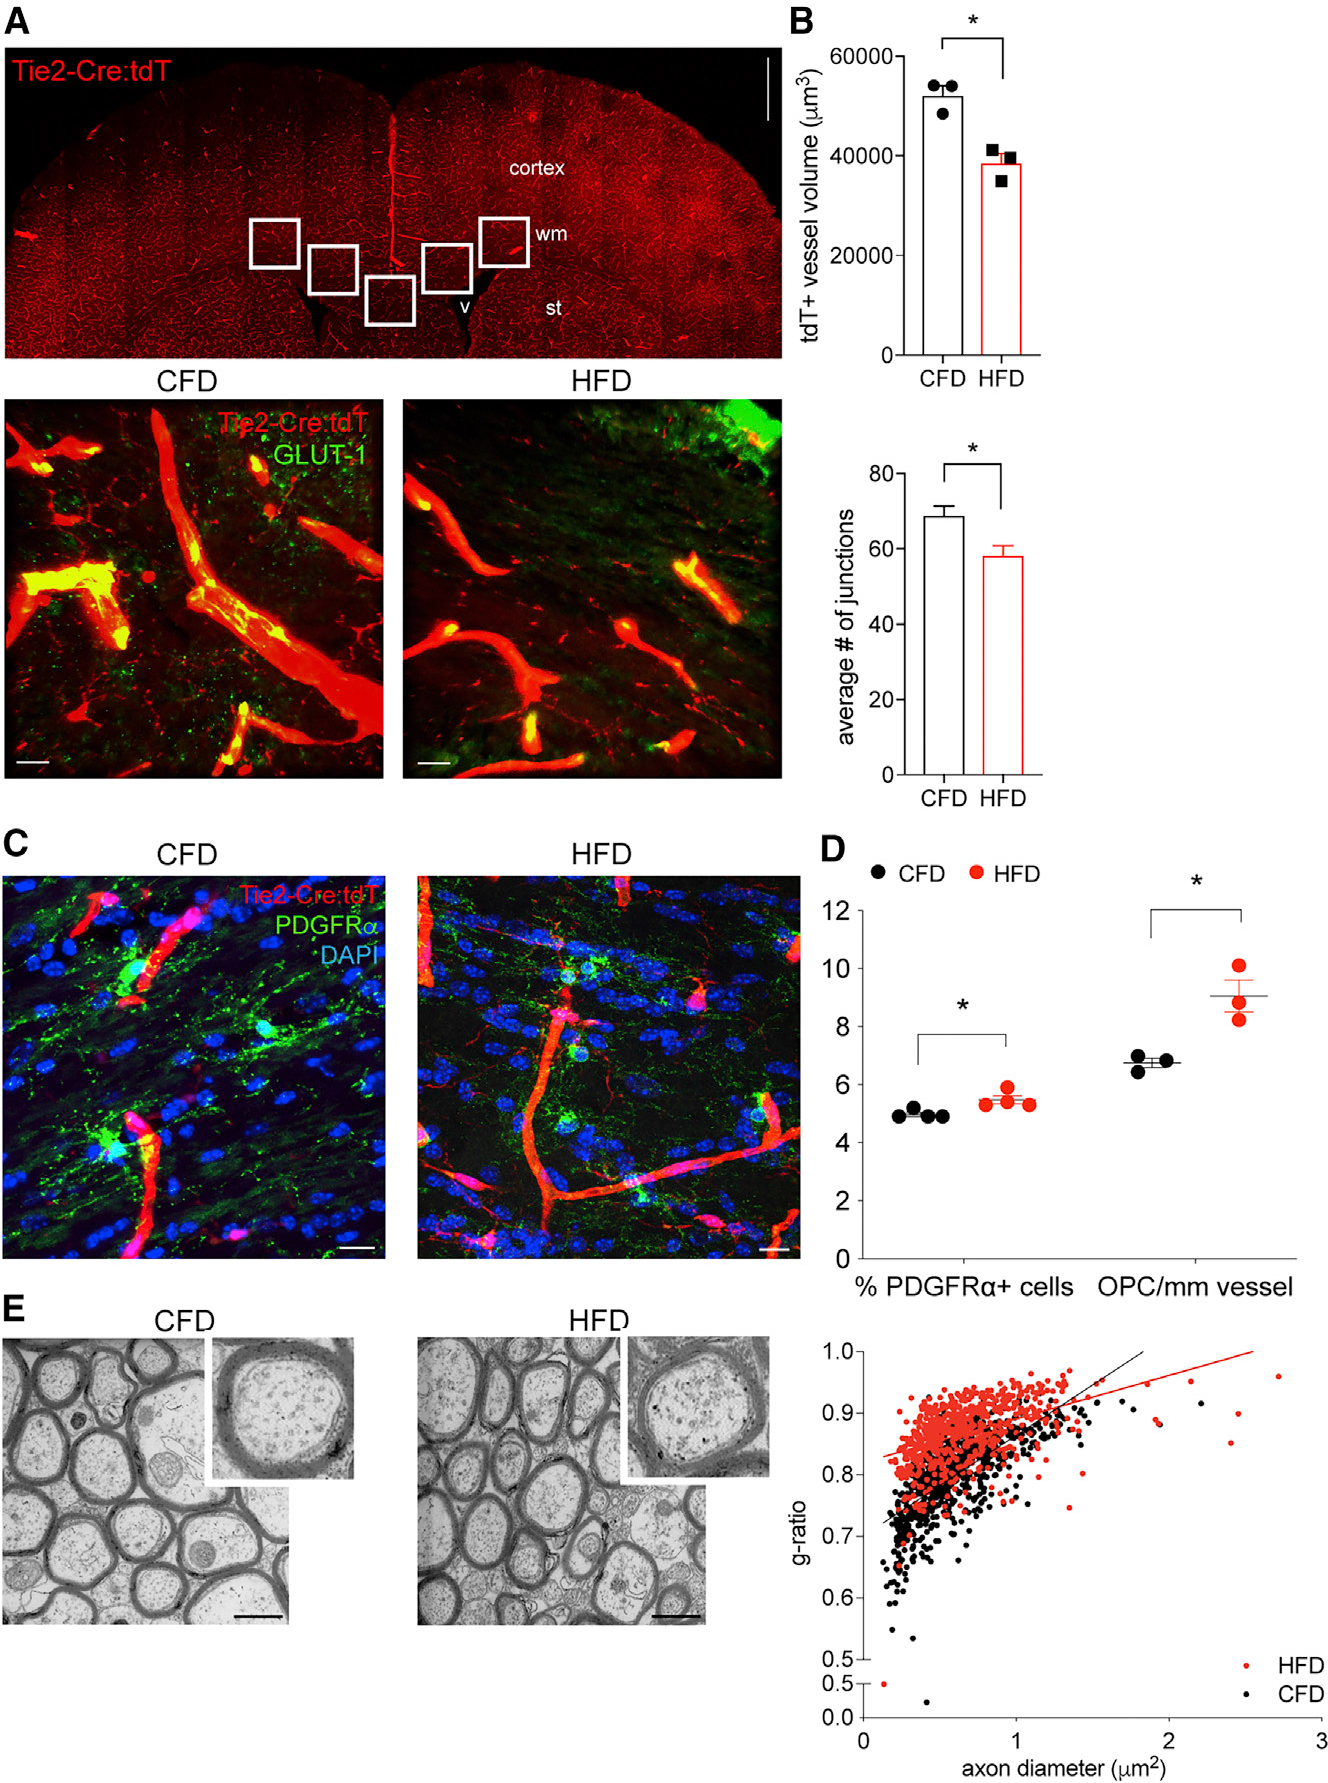
Diet-induced obesity damages white matter microvasculature and promotes endothelial-oligodendrocyte progenitor cell interactions Tie2-Cre;tdTomato transgenic mice (n = 3/grp; 15 confocal z stacks per animal; inset boxes) were used to measure vascular changes after diet-induced obesity (DIO; top). Images of subcortical white matter from CFD (left) and HFD (right) animals labeled for Tie2-Cre;tdTomato (red) and GLUT-1 (green) (A). Average white matter tdT+ vessel volume in CFD (black) and HFD (red) animals (p = 0.0069; top) and average vascular junctions (p = 0.0032; bottom) (B). Vessel-associated PDGFRα+ OPCs in CFD (left) and HFD (right) (C). Percentage of PDGFRα+ OPCs/DAPI+ cells is increased in HFD (5.01% ± 0.13% versus 5.66% ± 0.22%; *p = 0.014) and the number of PDGFRα+ OPCs per mm vessel length is increased (6.46 ± 0.23 versus 8.94 ± 0.31 cells/mm; *p < 0.0001) (D). Representative electron microscopy of the midline sagittal corpus callosum in CFD (left) and HFD (right) animals at 20 weeks of age (n = 6/grp). Distribution of axon diameter versus g ratio in animals on CFD (black) versus HFD (red) demonstrates an increased average g ratio (0.88 versus 0.80; **p = 0.002) in animals on HFD compared with CFD (E). Scalebars: 500 μm (A), 10 μm (BandC), and 1 μm (E).

**Figure 2.**
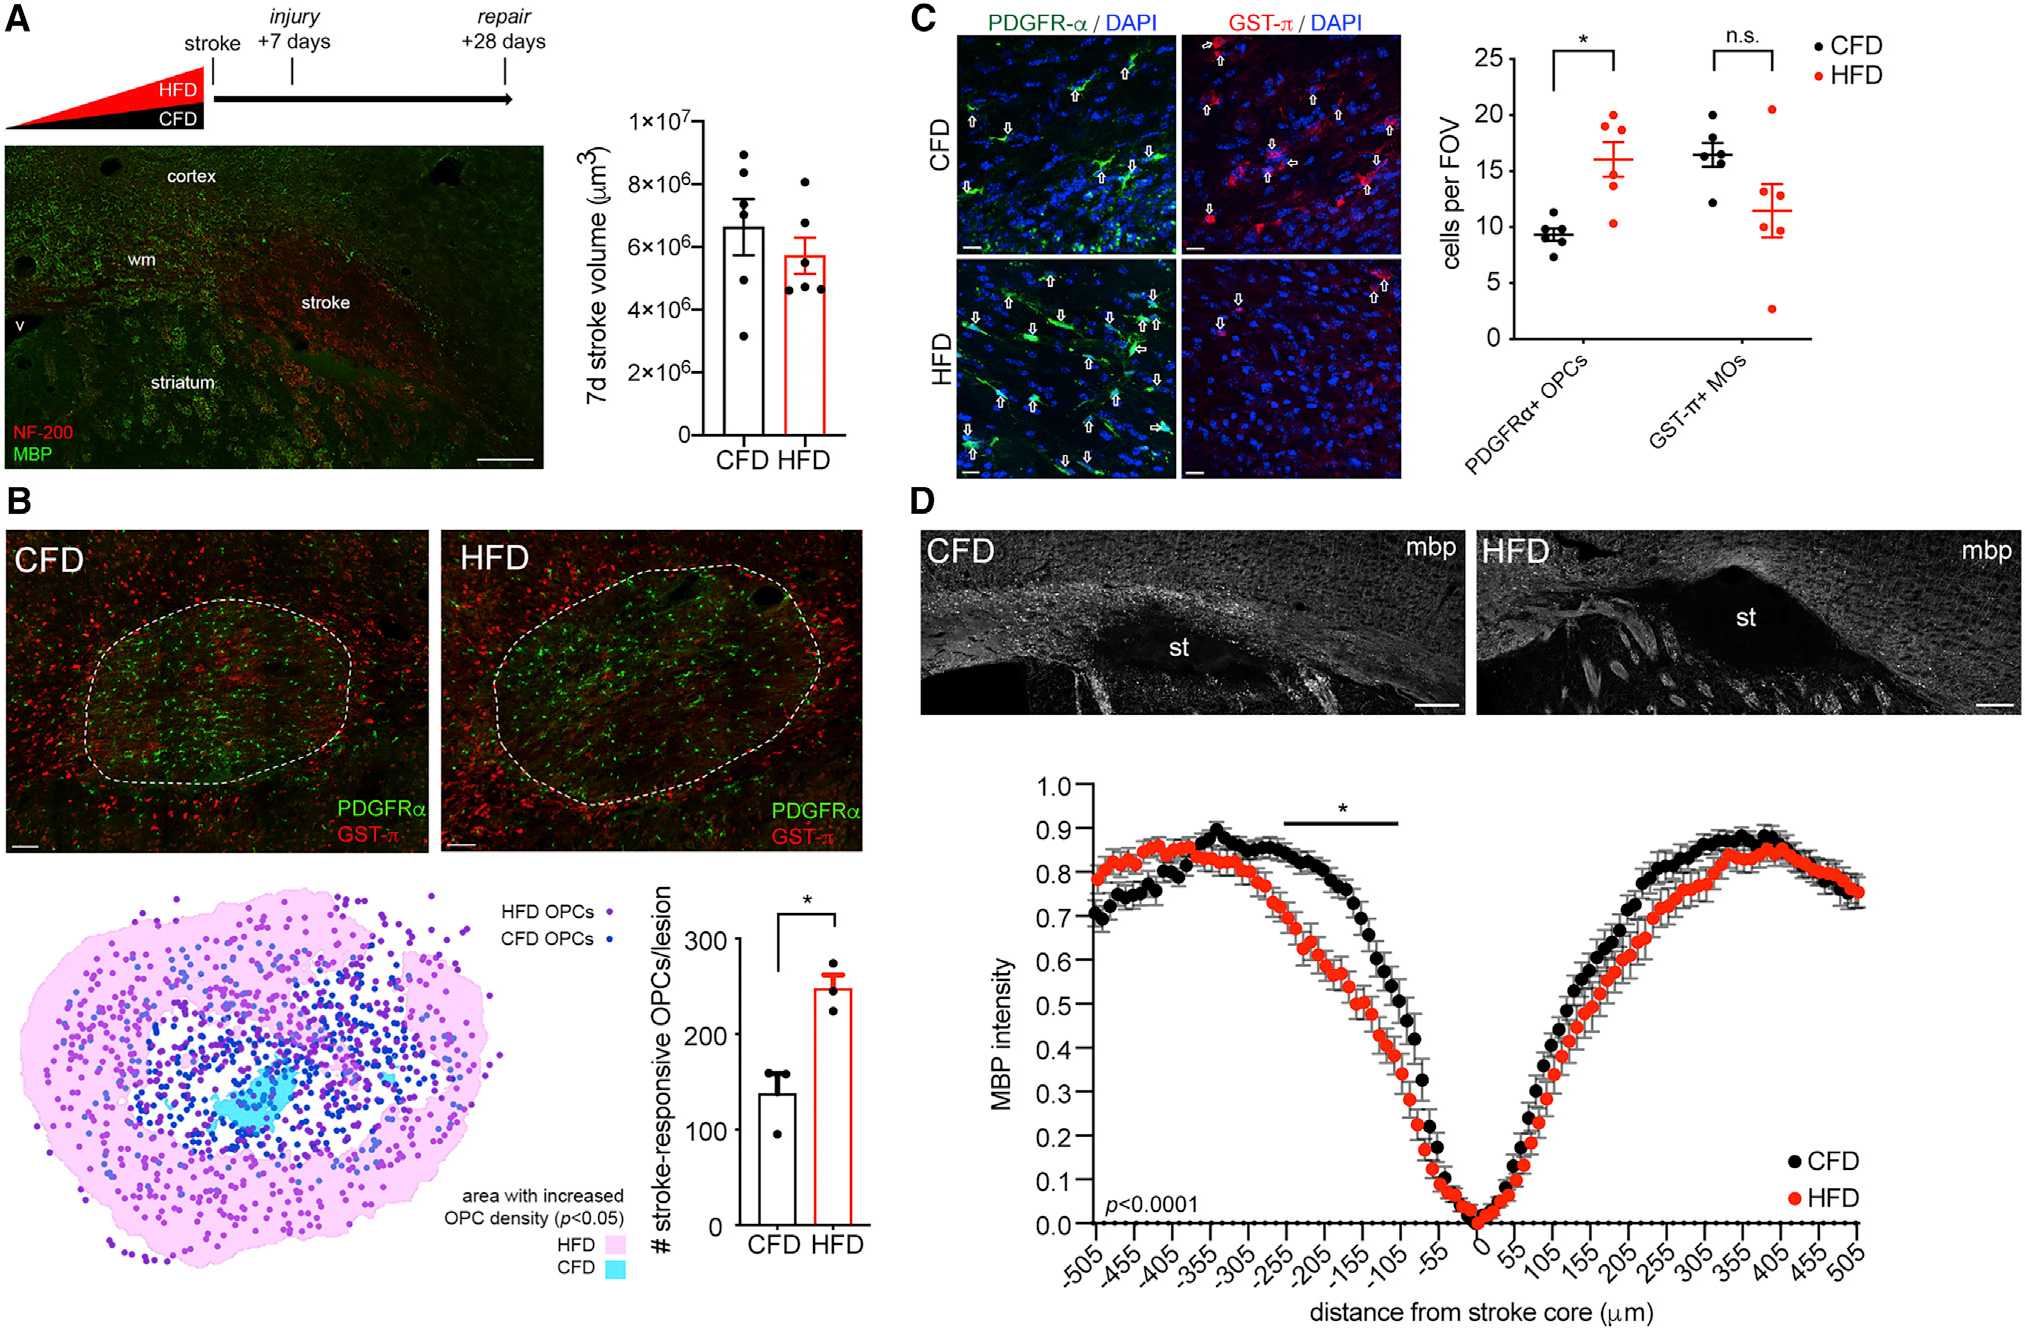
DIO-induced changes in stroke-responsive OPCs and repair after focal white matter stroke Schematic of stroke modeling in DIO (top panel) with representative white matter ischemic lesion shown with labeling for myelin basic protein (MBP; green) and neurofilament-200 (NF-200; red) (left). Graph of white matter stroke volume 7 days post-stroke between animals on CFD versus HFD (6.6 × 10^6^± 604.0 versus 5.7 × 10^6^ ± 485.8 μm^3^, p = 0.31 by Mann-Whitney, n = 6/grp) (right) (A). Labeling of stroke-responsive PDGFRα+ OPCs (green) and GST-π (red) mature oligodendrocytes at 7 days post-stroke (top panels). Spatial mapping of stroke-responsive OPCs in CFD (dark blue) and HFD (purple) with shaded areas indicating regions of stroke lesion with statistically increased stroke-responsive OPCs between CFD (light blue) and HFD (pink) (bottom left panel). Graph of total #OPCs/lesion (*p = 0.013; n = 3/grp) (B). PDGFRα+ OPCs (green, left) and GST-π mature oligodendrocytes (red, right) from stroke lesions at 28 days post-stroke. Graph of oligodendrocyte cell numbers at 28 days post-stroke (*p = 0.0114; n = 5/grp) (C). Myelin basic protein in stroke lesions at 28 days post-stroke (p < 0.0001, *F* = 3.11 by two-way ANOVA; *adjusted p < 0.05 for specific peri-infarct tissue segments) (D). Error bars represent S.E.M. Scale bars: 100 μm (A and D) and 10 μm (B and C).

**Figure 3.**
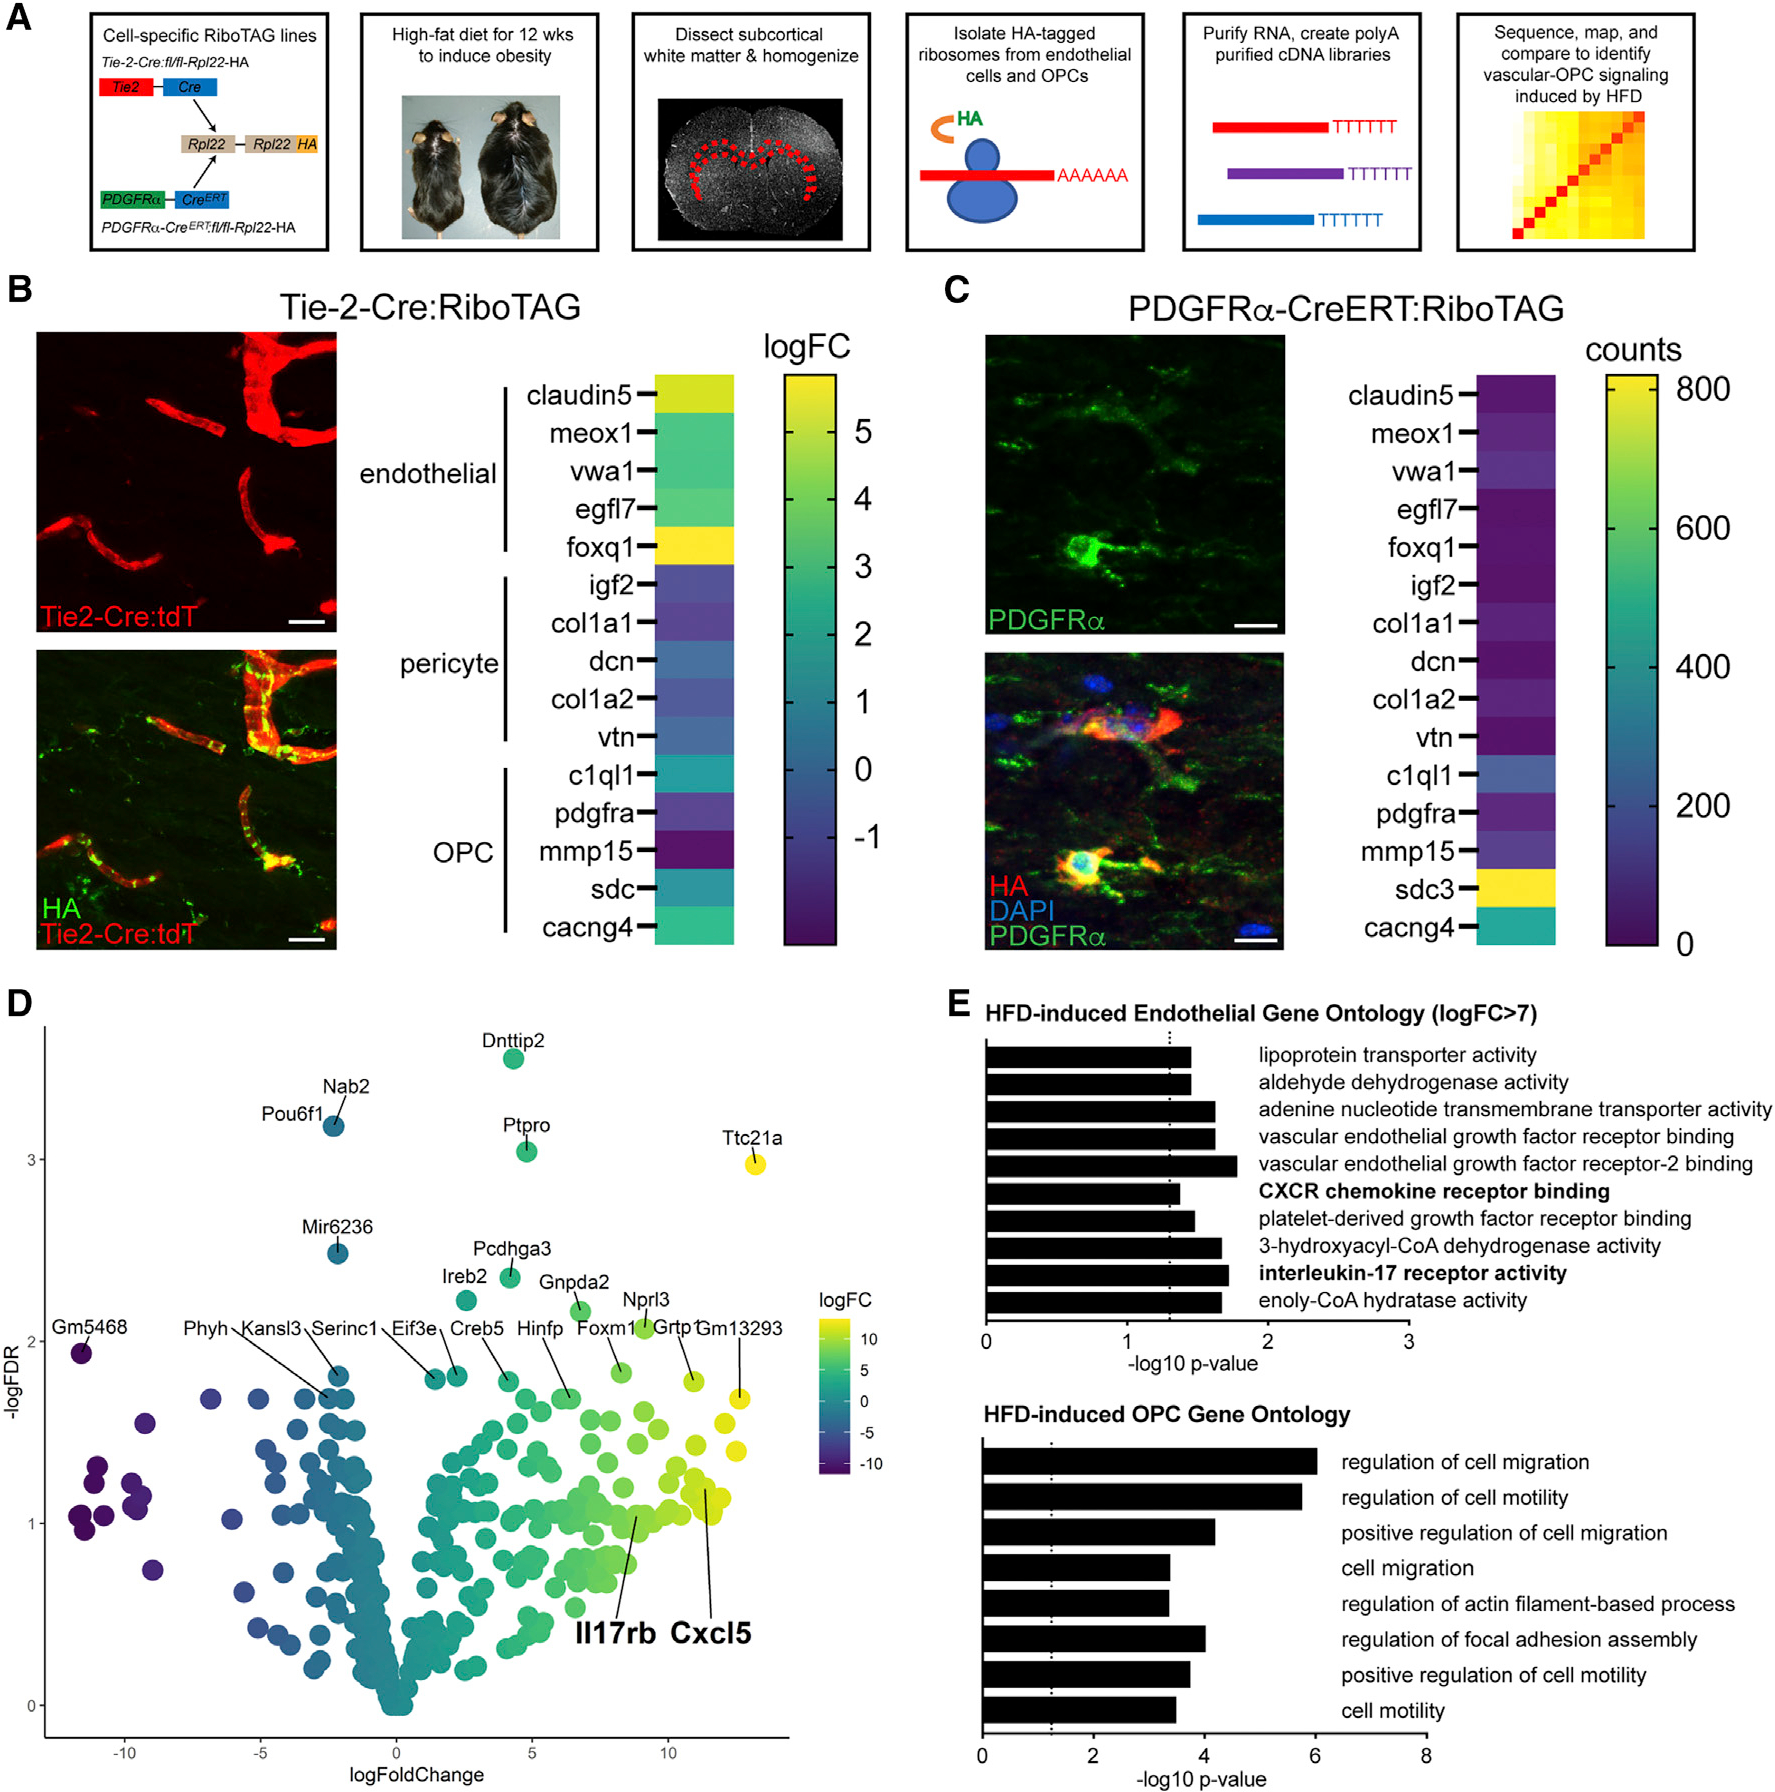
RiboTAG profiling of white matter endothelia and OPCs Schematic representation of workflow for molecular profiling of endothelia and OPCs in chronically injured white matter using translating ribosome affinity purification after DIO (A). Tie2-Cre;tdTomato;RiboTag transgenic mice labeled for HA (green, bottom left panel) enrich for endothelial marker genes (log fold change [FC]) by TRAP-seq (p = 0.0005, *F* = 15.15 by one-way ANOVA; B). PDGFRα-Cre^ERT^;RiboTAG transgenic mice labeled for HA (red, bottom left panel) enrich for OPC marker genes (counts) (p = 0.039, *F* = 4.31 by one-way ANOVA; C). Volcano plot of the top differentially expressed genes (FDR < 0.1) between anti-HA pull-downs from Tie2-Cre;tdTomato;RiboTag mice in CFD and HFD animals (n = 3/grp) (D). Gene Ontology of top up-regulated EndoRiboTAG genes (logFC > 7; FDR < 0.1) (top) and OPC-RiboTAG genes (FDR < 0.1) (bottom) (E). Scale bars: 10 μm. Complete gene list available in Supplemental Tables 2 and 3.

**Figure 4.**
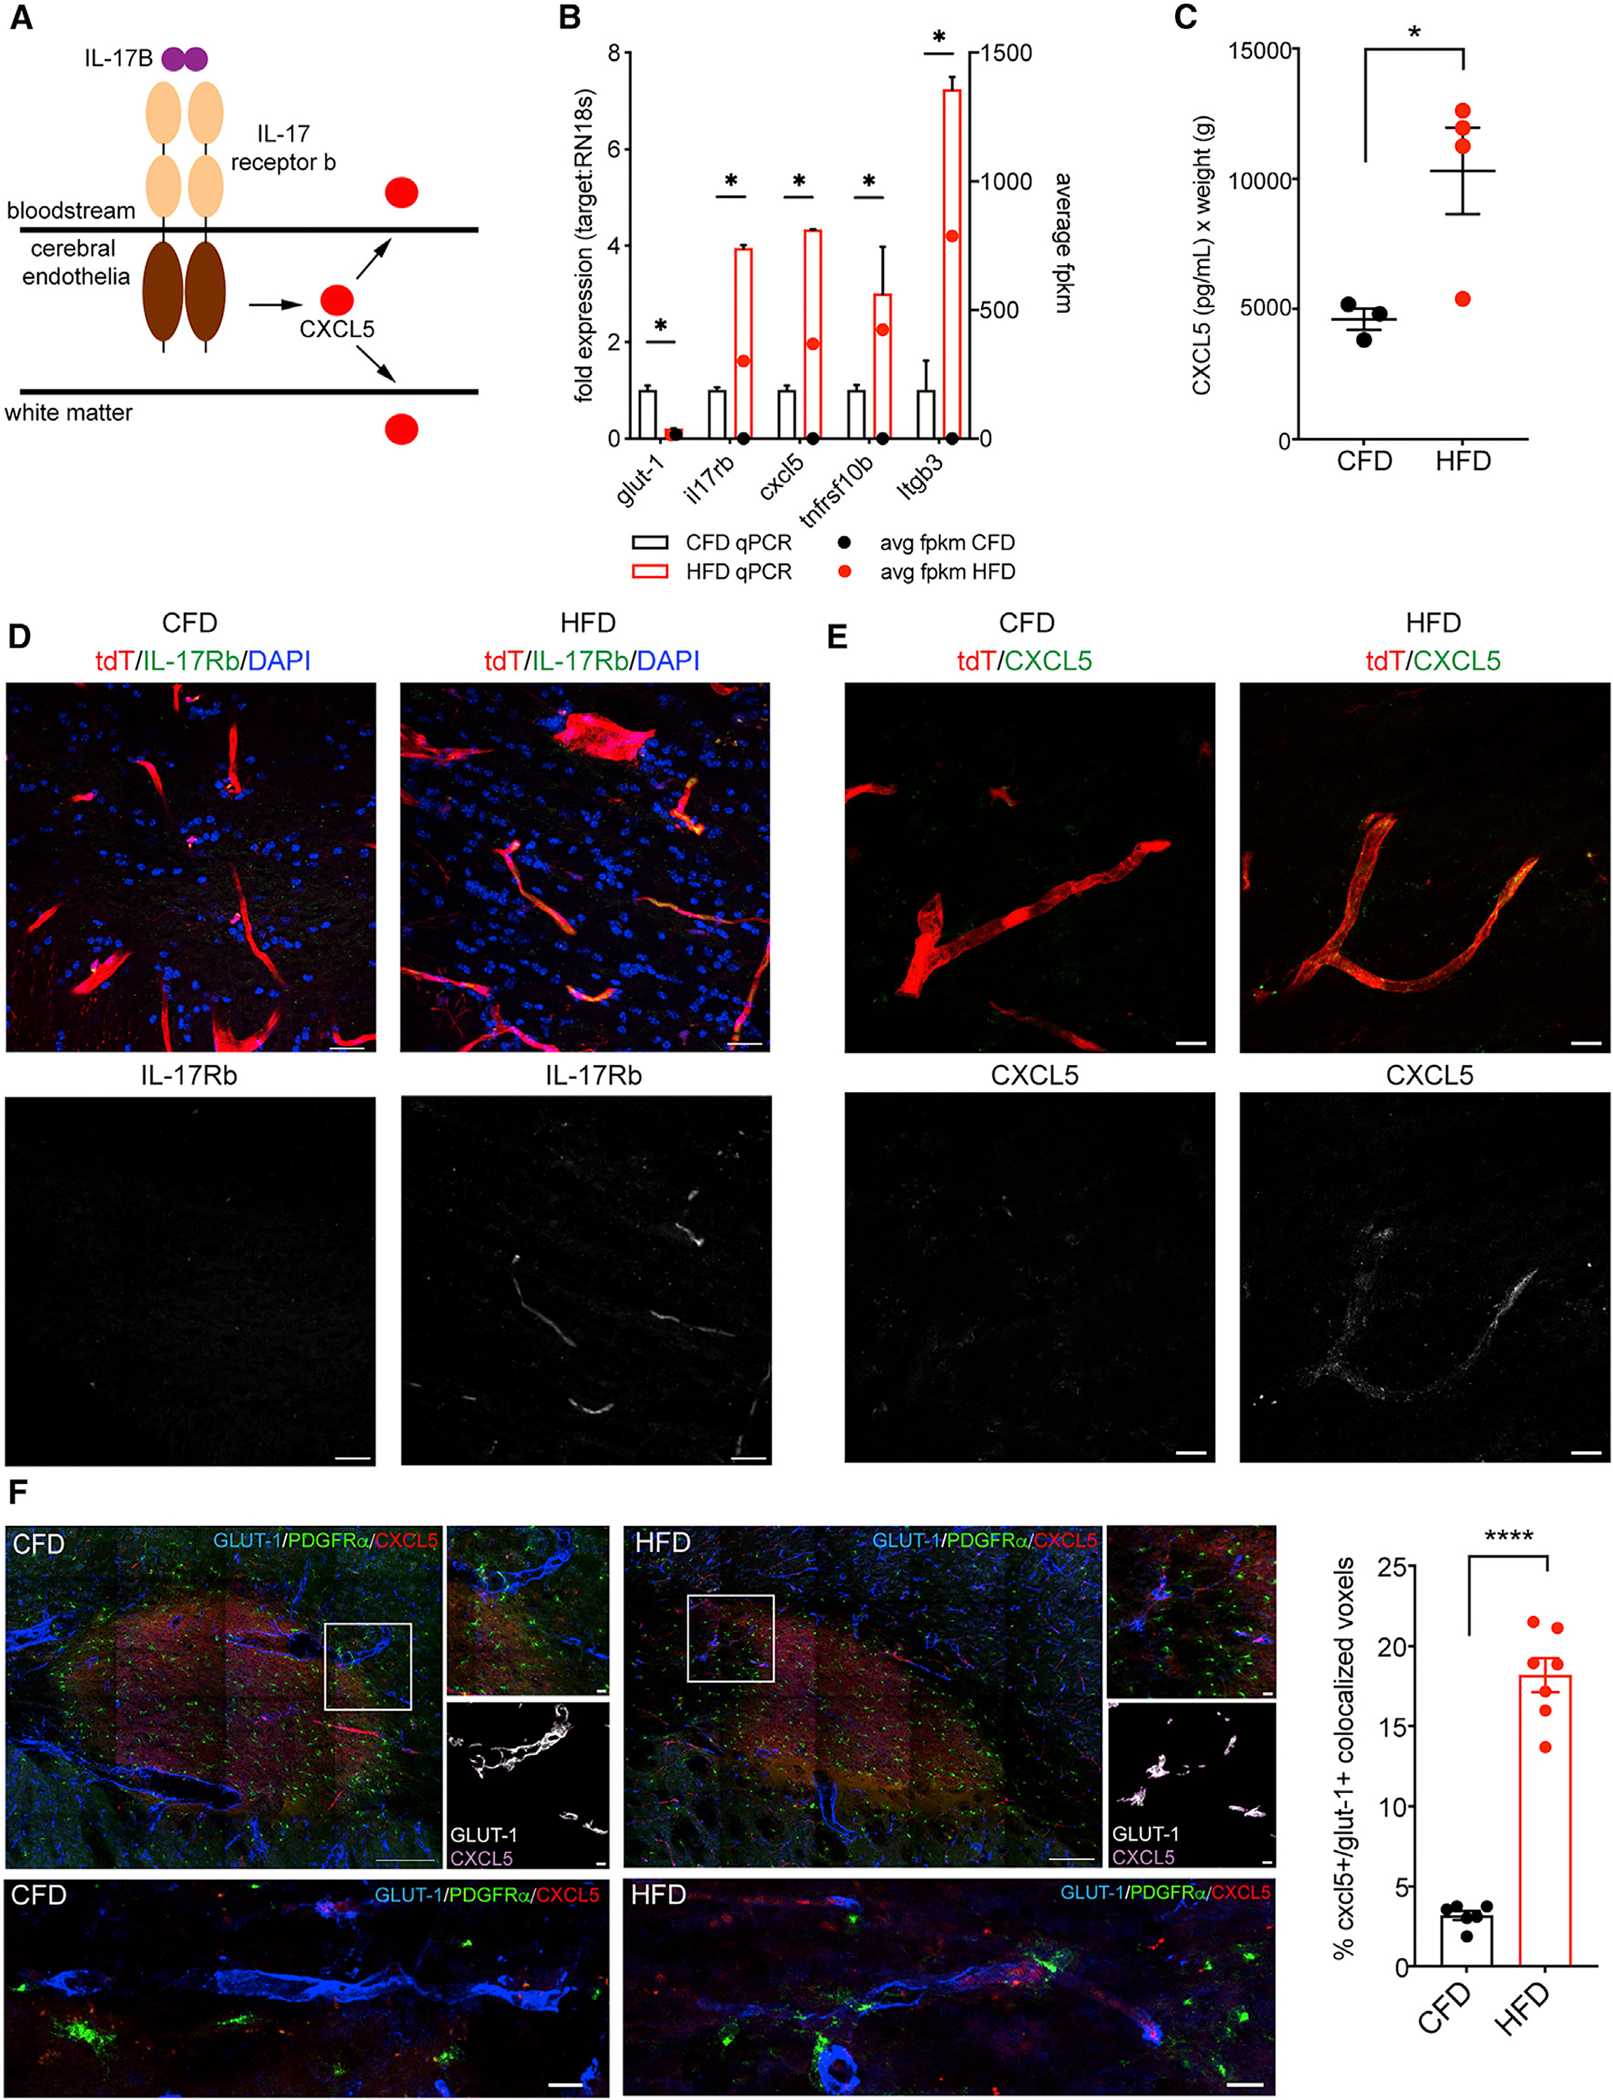
IL-17Rb and CXCL5 up-regulation in injured white matter vasculature Schematic representation of IL-17/CXCL5 signaling in chronically injured cerebral endothelia (A). TRAP-qPCR fold expression compared with average fpkm of top DEGs from white matter endothelia (*adjusted p < 0.05) (B). Weight-adjusted ELISA values (pg/mL) for murine CXCL5 in retro-orbital blood samples from CFD (black) and HFD (red) animals (n = 4/grp, p = 0.0355) (C). Immunofluorescence labeling for IL-17Rb (green, D) and CXCL5 (green, E) is absent in white matter vasculature of Tie2-Cre;tdTomato mice on CFD (left panels) and abundant in white matter vasculature of Tie2-Cre;tdTomato mice on HFD (right panels). Single-channel labeling for IL17Rb (bottom panels, D) and CXCL5 (bottom panels, E) show heterogeneous endothelial expression. Labeling for GLUT-1 (blue), CXCL5 (red), and PDGFRα (green) at 7 days post-stroke in animals on CFD (left) and HFD (right). Inset boxes from the peri-infarct tissue (top) masked for GLUT-1 (white) with only co-localized CXCL5 (purple) (bottom). Graph of percentage of co-localized CXCL5+/GLUT-1+ voxels (****p < 0.0001) (F). Error bars represent S.E.M. Scale bars: 50 μm (F), 20 μm (D), and 10 μm (E).

**Figure 5.**
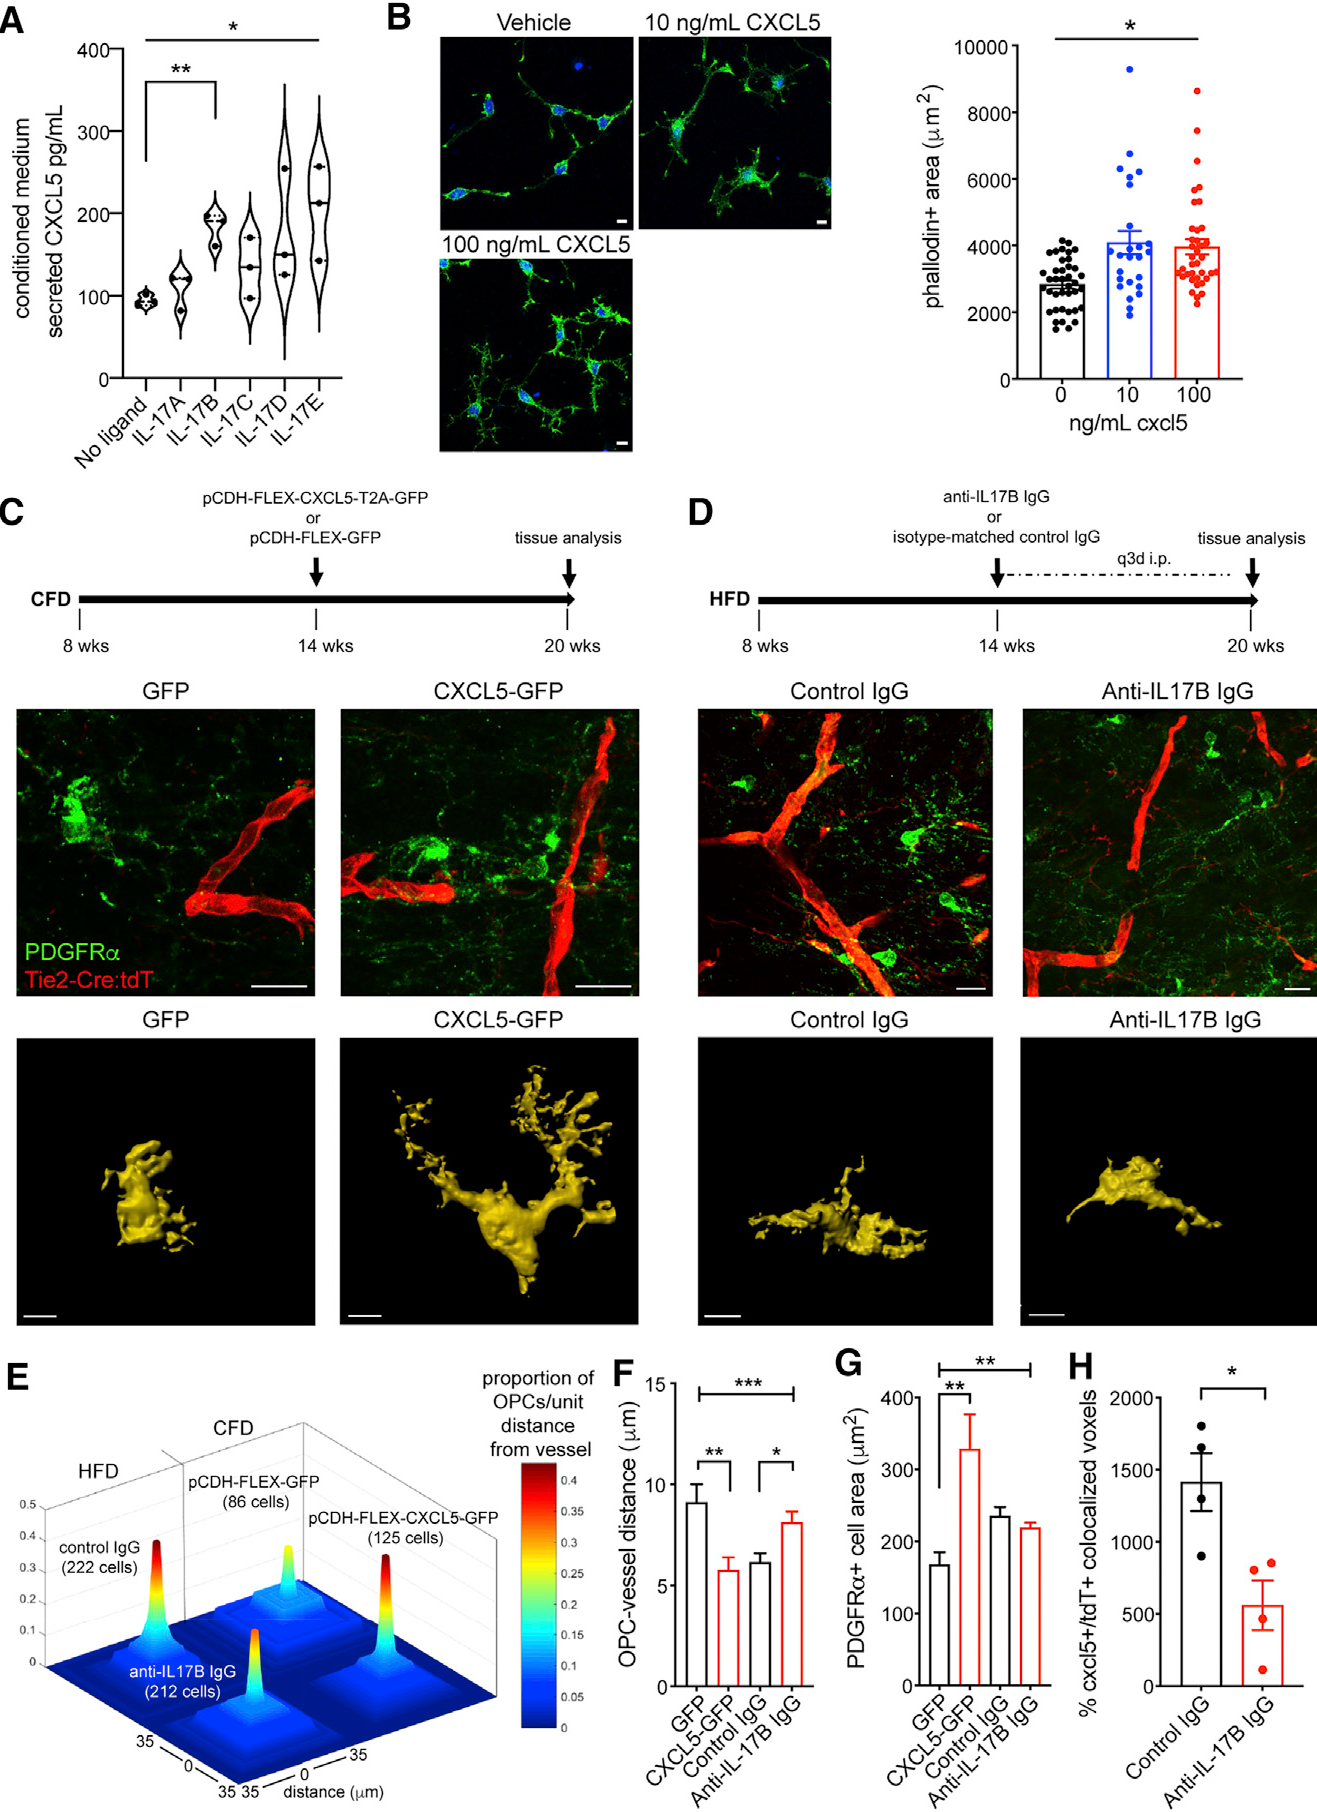
IL-17B/IL-17Rb/CXCL5 signaling is a vessel-to-OPC signal in white matter vasculature Human brain microvascular endothelial cells were stimulated with IL-17 ligands A–E (250 ng/mL) and CXCL5 levels measured in conditioned media 48 h after stimulation (*p = 0.0372 by Kruskal-Wallis H test; **post-hoc comparison for IL-17B versus no ligand, adjusted p = 0.0178) (A). Phalloidin+ cellular area in O4+ OPCs grown *in vitro* exposed to vehicle (top panel) or recombinant CXCL5 (bottom panel) for 48 h (p < 0.0001, *F* = 9.82 by one-way ANOVA) (B). Approach for CXCL5 transgenic-viral gain of function in subcortical white matter of Tie2-Cre;tdTomato mice (top panel) (C). PDGFRα+ OPC (green) labeling in GFP-transduced Tie2-Cre;tdTomato mice (red, left panel) and CXCL5-GFP-transduced Tie2-Cre;tdTomato mice (right panel). Representative masked cellular profiles of PDGFRα+ cell area (bottom panels). Schematic of anti-IL-17B antibody treatment (top panel) (D). PDGFRα+ OPC (green) labeling in control IgG-treated Tie2-Cre:tdT mice (left panel) and anti-IL-17B IgG-treated Tie2-Cre:tdT mice (right panel). Representative masked cellular profiles of PDGFRα+ cell area (bottom panels). Proportion of OPCs per unit distance from vessel (0–35 μm) in each condition (total measured cell number per condition in parentheses) (E). Average distance of OPCs to vessel (***p = 0.0005, *F* = 6.06 by one-way ANOVA; **adjusted p = 0.0039; *adjusted p = 0.0168) (F). Average *in vivo* PDGFRα+ OPC cell area (**p = 0.0068, *F* = 7.38 by one-way ANOVA; **adjusted p = 0.002) (G). Graph of co-localized CXCL5+/GLUT-1+ voxels in anti-IL-17B IgG-treated animals (n = 4/grp; *p = 0.018) (H). Error bars represent S.E.M. Scale bars: 10 μm

**Figure 6.**
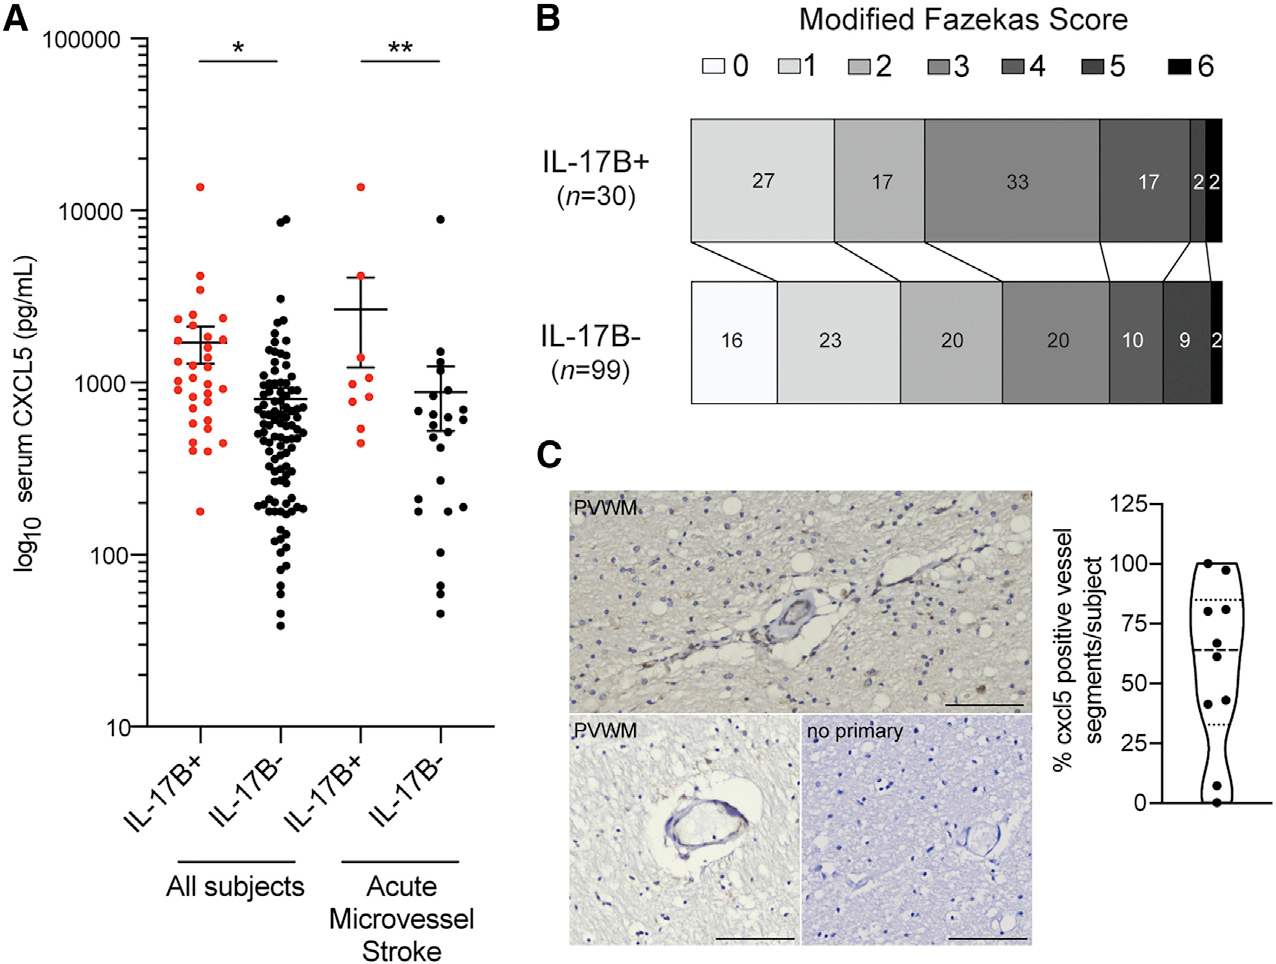
CXCL5 as a biomarker of cerebral small vessel disease Plasma levels of log_10_-CXCL5 in ASPIRE cohort subjects separated by detectable plasma IL-17B (n = 32; median 1043.0 pg/mL) compared with those with undetectable plasma IL-17B (n = 99; median 515.3 pg/mL; *p < 0.0001). Plasma log_10_-CXCL5 levels in subjects with MRI-confirmed acute microvascular ischemia (IL-17B + subjects; n = 9; 978.2 pg/mL versus IL-17B− subjects; n = 24; 539.7 pg/mL) (**p = 0.0157) (A). Ordinal shift analysis of modified Fazekas scale scores from plasma IL-17B+ and IL-17B− subjects (p < 0.0001) (B). Representative immunohistochemical detection of CXCL5 in human frontal white matter vasculature in subjects with cerebrovascular pathology (C). Percentage of CXCL5+ vessel segments in peri-ventricular white matter (n = 10) (p = 0.0005). Error bars represent S.E.M. Scale bar: 10 μm

**Table 1.** Chemokine-signaling-pathway-related genes differentially expressed in DIO PDGFRα:RiboTAG OPCs

Gene	logFC	Adj. p value	Location in chemokine signaling pathway

ADCY2	0.3783	0.00007	cAMP signaling pathway
ADCY5	0.4331	0.03644	cAMP signaling pathway
PRKACB	0.2698	0.00240	cAMP signaling pathway
CX3CL1	0.6773	0.00000	cytokine-cytokine receptor interaction
GRK3	−0.2817	0.04388	cytokine-cytokine receptor interaction
GRK5	−0.2740	0.01094	cytokine-cytokine receptor interaction
CCL27A	−1.1741	0.00916	cytokine-cytokine receptor interaction
CCR5	1.6514	0.00055	cytokine-cytokine receptor interaction
CCL25	−1.0643	0.04174	cytokine-cytokine receptor interaction
CXCL12	−1.3069	0.02963	cytokine-cytokine receptor interaction
RASGRP2	1.1673	0.01699	diacylglycerol pathway
GNG2	0.3214	0.04134	diacylglycerol pathway
GNB1	−1.4145	0.00731	diacylglycerol pathway
GNB4	−1.9793	0.00019	diacylglycerol pathway
GNB5	−1.3031	0.02824	diacylglycerol pathway
STAT3	−1.7856	0.00147	Jak-STAT signaling pathway
SHC2	−0.3250	0.03276	MAPK signaling pathway
NRAS	−0.4424	0.00585	MAPK signaling pathway
MAP2K1	0.2114	0.01887	MAPK signaling pathway
SOS1	0.5083	0.00089	MAPK signaling pathway
GSK3B	−1.5297	0.00350	PIP-Akt signaling pathway
FOXO3	0.2776	0.01386	PIP-Akt signaling pathway
PIK3CG	1.3907	0.00916	PIP-Akt signaling pathway
PIK3R5	1.3333	0.00095	PIP-Akt signaling pathway
ROCK1	−1.2784	0.03343	regulation of actin cytoskeleton
WASL	−1.8148	0.00012	regulation of actin cytoskeleton
RAC2	1.6040	0.00049	regulation of actin cytoskeleton
PARD3	0.4322	0.03699	regulation of actin cytoskeleton
ELMO1	−1.4219	0.00125	regulation of actin cytoskeleton
PTK2	−0.9568	0.04945	regulation of actin cytoskeleton/diacylglycerol pathway
CRK	0.4503	0.03329	regulation of actin cytoskeleton/diacylglycerol pathway

Differentially expressed genes (FDR < 0.05) from HFD OPCs were filtered for those found in the KEGG Chemokine Signaling Pathway (KEGG Map #04062). 

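Each of the 31 entries of Table 1 was traced to a single transcript of the deposited counts by its gene name and mean count. Of these transcripts, 18 are annotated as protein-coding, 11 as retained intron, 1 as processed transcript (Gnb5) and 1 as a target of nonsense-mediated decay (Rock1). The protein-coding transcripts held a median of 99.0% of the counts of their genes. The other 13 held a median of 24.5%, with the lowest share, 0.129%, for the Gsk3b transcript (143 of 110784 counts). The Wasl transcript held 0.182% of the counts of its gene, the Rock1 transcript 1.23% (21 counts over 8 libraries) and the Elmo1 transcript 3.14%. With DESeq2, a prior on the fold change and each lane as its own replicate, a setting chosen after the values of Table S3 were seen, 14 of the 18 protein-coding transcripts were lower on HFD and 12 of the 13 others were higher. The exception among the 13 was Rasgrp2. Table 1 prints all 31 entries with the opposite sign. It may give CFD over HFD, or all diet labels may be exchanged, and the libraries cannot separate these readings. With the lanes of a mouse summed, edgeR tested 26 of the 31 transcripts, of which 1, Cx3cl1, had an adjusted p-value under 0.05 (adjusted p = 0.0315 from edgeR) and 1 more, Wasl, was under 0.1 (adjusted p = 0.0800 from edgeR). The Wasl transcript rose by 2.41 on the log2 scale (standard error 0.66), whereas the whole gene had a log2 fold change of -0.17 (standard error 0.15). For Elmo1 the transcript rose by 1.74 (standard error 0.62) and the whole gene had -0.27 (standard error 0.15). The whole-gene values were -0.04 for Wasl without HFD 1322 and -0.11 for Elmo1 without CFD 1290. When only protein-coding transcripts were summed, 8 of the 13 genes could be tested. Of these, 4 had the direction that the listed transcript had here, 0 with an unadjusted p-value under 0.05.

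**Figure D3:**
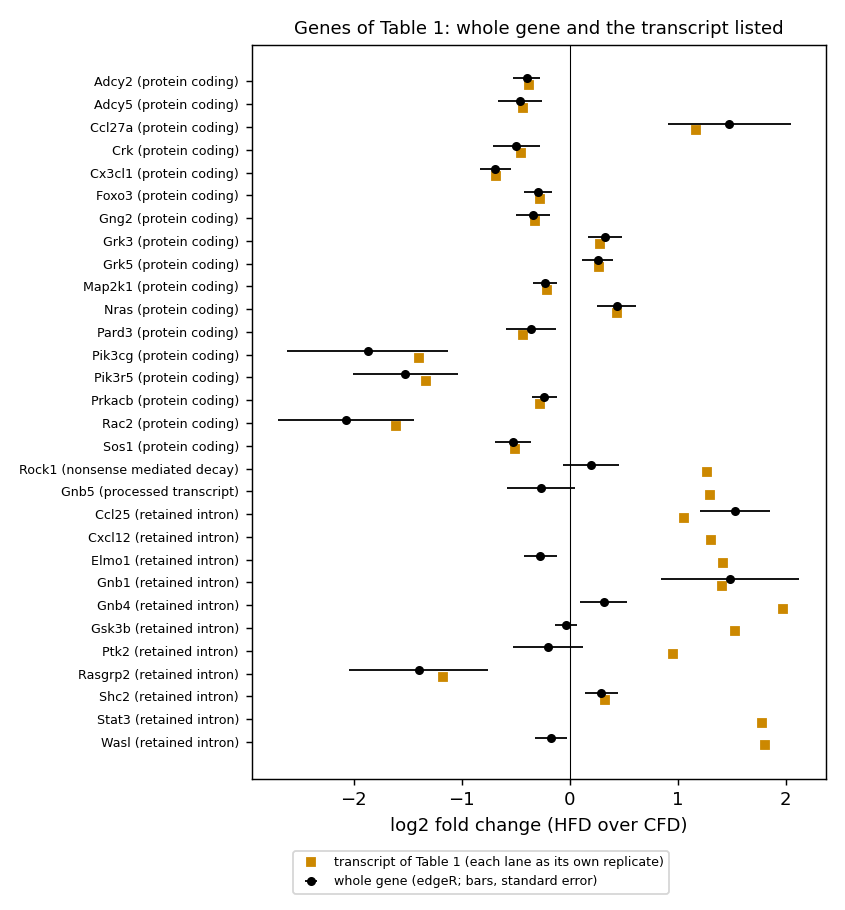
log2 fold change of HFD over CFD (horizontal axis) for genes of Table 1, for the whole gene (black, edgeR with 4 mice per diet, bars give the standard error) and for the transcript listed in Table 1 (orange squares, DESeq2 with a prior and each lane as its own replicate). Genes listed by a protein-coding transcript stand apart from those listed by another kind, among which Gsk3b and Wasl have whole-gene values of -0.03 and -0.17.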

Functional enrichment for chemokine signaling was established using a STRING database search (FDR for pathway enrichment = 1.62 × 10^−55^). Gene name, log fold change (logFC), adjusted p value (adj. p value), and location of the gene within the signaling pathway are shown.

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER

Antibodies		

mouse anti-NF200	Sigma	N4142; RRID:AB_477272
Rabbit anti-GLUT1	Cell Signaling Technologies	73015S
rabbit anti-MBP	Sigma	MAB381
goat anti-PDGFR*α*	Neuromics	RRID:AB_2737233
mouse anti-HA	Biolegend	901501; RRID:AB_2565006
rabbit-Gst-*π*	Millipore	AB8902; RRID:AB_92368
rat anti-IL-17Rb	Santa Cruz Biotech	sc-73969; RRID:AB_2296014
rat anti-CXCL5	R&D Systems, Inc.	MAB433-100; RRID:AB_2086587
Rabbit anti-human CXCL5/6	Abcam	ab198505
Anti-IL-17B Blocking Antibody	R&D Systems, Inc.	AF1709; RRID:AB_354946

Bacterial and virus strains		

Stbl3 E.coli cells	ThermoFisher	C737303
pCDH-FLEX-CXCL5-T2A-GFP	This paper	N/A
pCDH-FLEX-GFP	This paper	N/A

Biological samples		

UCLA ASPIRE Study Biospecimens	Altendahl et al., 2022^42^	N/A
UC Davis ADRC Study Biospecimens	Altendahl et al., 2022^42^	N/A

Chemicals, peptides, and recombinant proteins		

10% kCal from fat mouse chow	Research Diets	D12450J
60% kCal from fat mouse chow	Research Diets	D12492
Tamoxifen	Sigma	85256
L-N^5^-(1-Iminoethyl) ornithine, dihydrochloride	Calbiochem (Sigma)	400600
RNasin	Promega	N2115
Superasin	Thermofisher Scientific	AM2696
NP-40	AG Scientific	N-2366–10X5ML
Diethyl Pyrocarbonate	AG Scientific	D-2569–25ML
Protein G beads	Pierce	88847
IL-17 ligands (A-E)	R&D Systems, Inc.	317-ILB-050 1248-IB-025/CF 1234-IL-025/CF 1504-IL-025/CF 1258-IL-025/CF
Recombinant Mouse CXCL5	R&D Systems, Inc.	433-MC-025/CF
Phallodin-488	Abcam	ab176753

Critical commercial assays		

CXCL5 Quantikine Elisa Kit	R&D Systems, Inc.	MX000
Custom Luminex Assay	R&D Systems, Inc.	N/A
NucleoSpin^®^ miRNA	Machery-Nagel	740971.50
Custom Nanostring RNA hybridization assay	Nanostring	N/A
TruSeq Stranded Total RNA Kit	Illumina	20020596
Ribo-Zero plus rRNA Depletion Kit	Illumina	20037135
HiFi DNA Assembly Kit	New England Biolabs, Inc.	E5520S
Endotoxin-Free PureLink Plasmid Midiprep Kit	ThermoFisher Scientific	K210014

Deposited data		

Endothelial white matter CFD vs. HFD RNA-seq data	This paper	GSE217356
OPC white matter CFD vs. HFD RNA-seq data	This paper	GSE217356
Biomarker data available via OSF link	This paper	https://doi.org/10.17605/OSF.IO/PSQ53

Experimental models: Cell lines		

Primary human brain microvascular endothelial cells	Cell Systems, Inc.	ACBRI 376
Human embryonic kidney 293 cells	ATCC	CRL-11268

Experimental models: Organisms/strains		

C57Bl6/J DIO Strain	Jackson Labs	C57BL/6J DIO Strain #:380050 RRID:IMSR JAX:380050
C57Bl6/J Control Strain	Jackson Labs	C57BL/6J DIO Control Strain #:380056 RRID:IMSR JAX:380056
Tie2-Cre:RiboTAG Strain	Jackson Labs	B6.Cg-Tg(Tek-cre)12Flv/J Strain #:004128 RRID:IMSR JAX:004128 x B6J.129(Cg)-Rpl22tm1.1Psam/SjJ Strain #:029977 RRID:IMSR JAX:029977
PDGFRa-CreERT^2^:RiboTAG Strain	Jackson Labs	B6N.Cg-Tg(Pdgfra-cre/ERT)467Dbe/J Strain #:018280 RRID:IMSR JAX:018280 x B6J.129(Cg)-Rpl22tm1.1Psam/SjJ Strain #:029977 RRID:IMSR JAX:029977
Tie2-Cre:Ai9-tdT Strain	Jackson Labs	B6.Cg-Tg(Tek-cre)12Flv/J Strain #:004128 RRID:IMSR JAX:004128 x B6.Cg-*Gt(ROSA)26Sor*^*tm9<CAG-tdTomato)Hze*^/J Strain #:007909 RRID:IMSR JAX:007909

Oligonucleotides		

Refer to Table S7 for details	Eurofins Genomics	N/A

Recombinant DNA		

murine CXCL5	Origene	#MR200761
pAAV-FLEX-GFP vector	Addgene	#28304
pCDH-EF1-MCS-copGFP	System Biosciences	CD511B-1
pCR-Blunt II TOPO	ThermoFisher Scientific	K280002
pMDLg/pRRE packing vector	Addgene	#12253
pRSV-REV plasmid vector	Addgene	#12251
pMD2.G envelope vector	Addgene	#12259

Software and algorithms		

Imaris	Oxford Instruments	SCR_007370
Angiotool	National Cancer Institute	SCR_016393
Fiji	Open Source	SCR_002285
Custom Matlab Code	This paper	N/A
EdgeR	Open Source	SCR_012802
Gorilla	Ref	N/A
Enrichr	Open Source	SCR_001575
KEGG Pathway Analysis	Open Source	SCR_012773
STRING	Open Source	SCR_005223
3D Spatial Density Estimator	Open Source	SCR_009578

# Supplementary material for: IL-17/CXCL5 signaling within the oligovascular niche mediates human and mouse white matter injury
**Source:** Cell Rep. Author manuscript; Available in PMC 2023 Mar 20.
**Supplement:** 1

**Supplemental information**

**IL-17/CXCL5 signaling**

**within the oligovascular niche**

**mediates human and mouse white matter injury**

**Guanxi Xiao, Rosie Kumar, Yutaro Komuro, Jasmine Burguet, Vishesha Kakarla, Ida Azizkhanian, Sunil A. Sheth, Christopher K. Williams, Xinhai R. Zhang, Michal Macknicki, Andrew Brumm, Riki Kawaguchi, Phu Mai, Naoki Kaneko, Harry V. Vinters, S. Thomas Carmichael, Leif A. Havton, Charles DeCarli, and Jason D. Hinman**

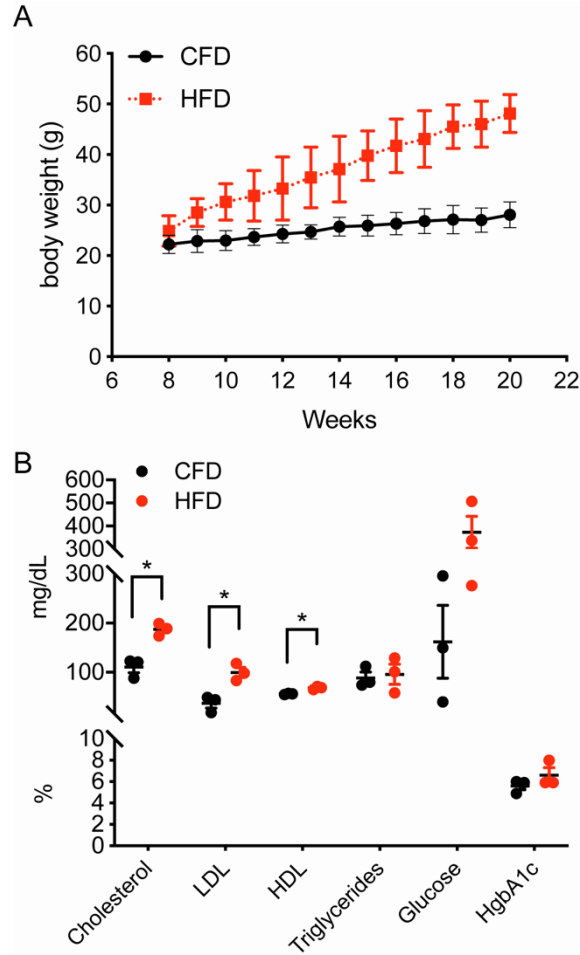

**Figure S1. High fat diet induces obesity and metabolic syndrome in mice, Related to Figure 1.**

Week by week body weight measurements of C57BL/6Jfed ad lib with CFD (black) or HFD (red) with final average 84.0% weight gain compared to 21.7% in CFD mice (\*\* $p=0.0005$ ;  $n=5/\text{grp}$ ) (A). Serologic testing of C57BL/6Jmice on CFD or HFD ( $n=3$ ) for total cholesterol ( $110.7 \pm 2.6$  vs.  $187.3 \pm 2.5$ ; \* $p=0.023$ ), LDL ( $37.0 \pm 2.4$  vs.  $99.7 \pm 2.0$ ; \* $p=0.043$ ), glucose ( $162.0 \pm 6.5$  vs.  $373.3 \pm 4.2$ ) and HgbA1c ( $5.6 \pm 0.5$  vs.  $6.6 \pm 0.2$ ) (B). Data are mean  $\pm$  SEM.

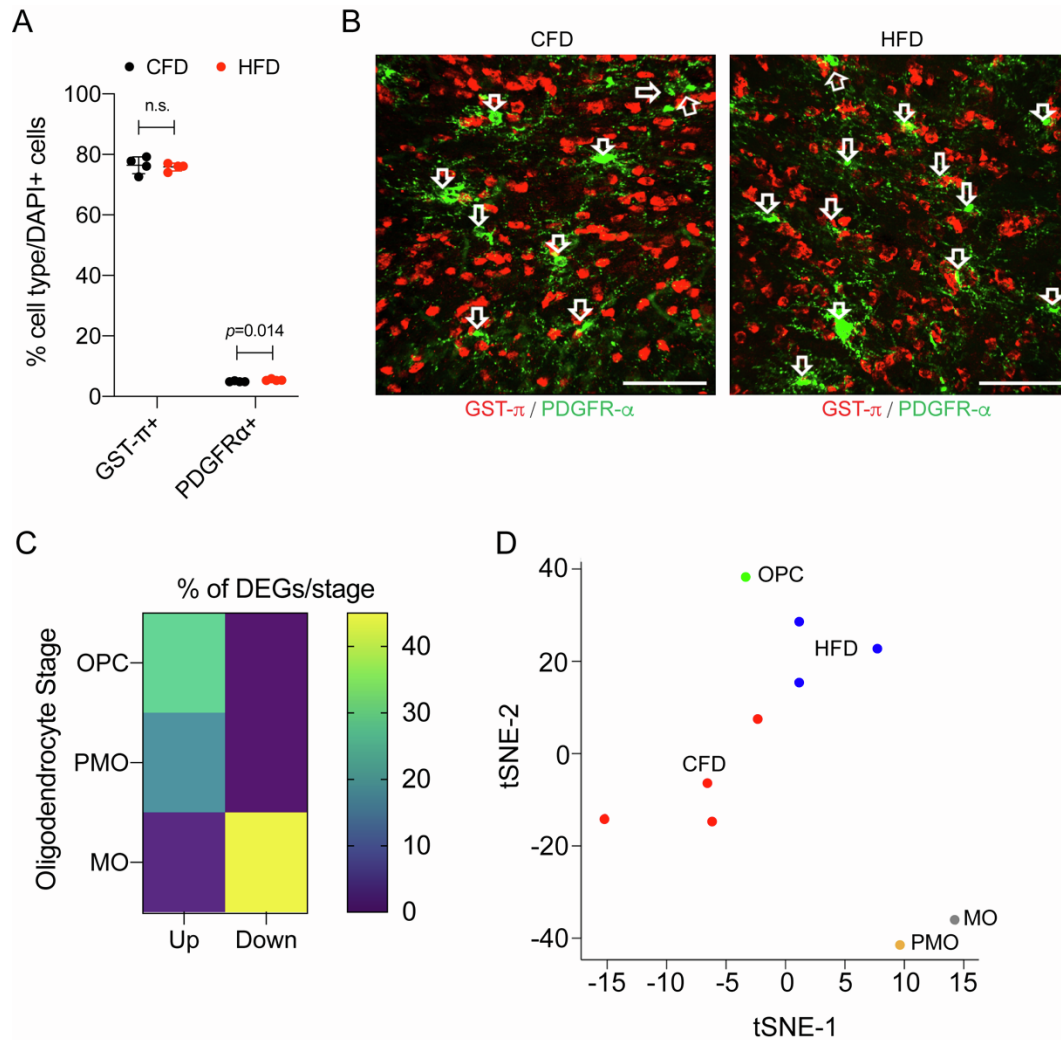

**Figure S2. DIO causes white matter disruption and favors immature oligodendrocytes, Related to Figure 1.** Oligodendrocyte cell type counts within subcortical white matter in animals on CFD vs. HFD (A). Representative microscopy images of subcortical white matter from animals on CFD (left) vs. HFD (right) immunostained for the mature oligodendrocyte marker GST- $\pi$  (red) and oligodendrocyte progenitor cell marker PDGFR- $\alpha$  (green). Heatmap of the percentage of differentially expressed genes ( $p<0.05$ ) per oligodendrocyte lineage stage (OPC = oligodendrocyte progenitor cell; PMO = premyelinating oligodendrocyte; MO = myelinating oligodendrocyte) generated by Nanostring Oligodendrocyte Staging Assay (total 120 genes/40 per stage selected from Zhang et al. ) for animals on CFD vs. HFD ( $n=4/\text{grp}$ ) showing only OPC and PMO genes were up-regulated by DIO while only MO genes were down-regulated (C). tSNE (t-distributed Stochastic Neighbor Embedding) of Nanostring gene expression for CFD (red) and HFD (blue) animals using reference profiles of OPCs, pre-myelinating oligodendrocytes (PMO), and myelinating oligodendrocytes (MO) generated from reference marker gene expression profiles (1) shows that gene expression profiles of animals on HFD cluster more closely with OPCs while those from animals on CFD have equal representation of oligodendrocyte subtypes and thus cluster independently (D). Scale bar = 50  $\mu\text{m}$  (B).

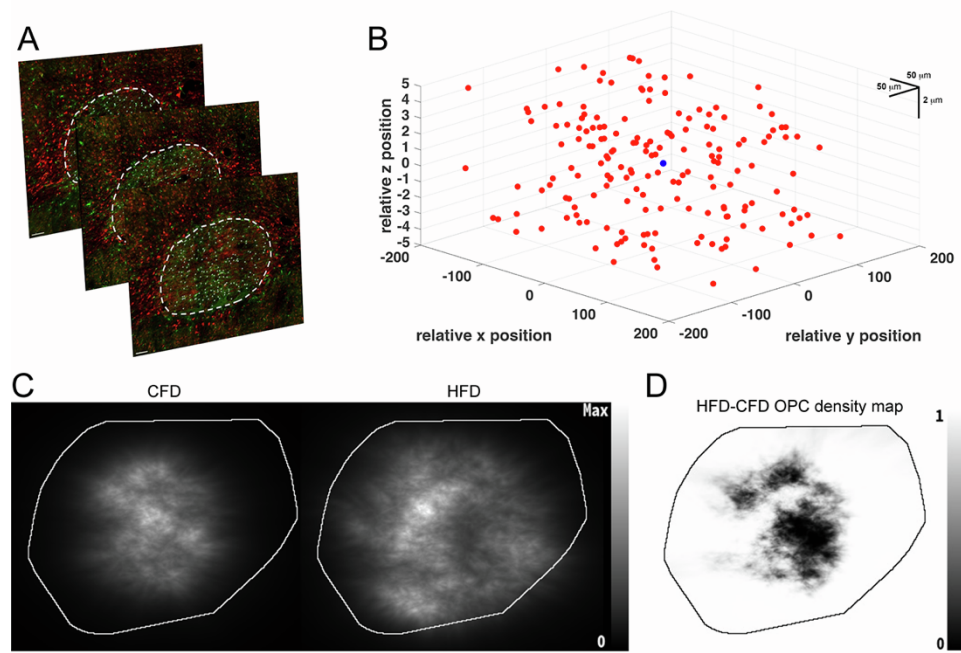

**Figure S3. Quantitative spatial mapping of OPCs in white matter stroke lesions, Related to Figure 2.** Confocal z-stacks through the white matter stroke lesion were used to identify stroke-responsive PDGFR $\alpha$ <sup>+</sup> OPCs (green) within the lesion core where GST- $\pi$ <sup>+</sup> mature oligodendrocytes (red) were lost due to focal ischemia (11 steps of Z-stacks per image) (A). Spatial coordinates of each cell (x,y,z in  $\mu\text{m}$ ) relative to the center point of the elliptical stroke lesion (blue dot) were used to generate spatial maps of stroke-responsive OPCs (red) within each lesion section (9 sections/group; 3028 cells spatially measured). Representative coordinate map of stroke-responsive OPC localization from one lesion (B). Average OPC spatial density maps were generated in 2D for animals on CFD (left, n=3) and those on HFD (right, n=3) as described (J. Burguet et al Pattern Recogn Lett, 2011). Vertical gray bar represents cellular density with max density value= $3.97 \times 10^{-3} \text{ cells}/\mu\text{m}^2$ . Curve in white: ROI contour (C). Map of p-values for differences in stroke-responsive OPC densities between animals on CFD and HFD. Vertical gray bar represents p-value. Low p-values (<0.05; black) correspond to regions with significantly more cells in the control group, and high p-values (>0.95; white) to regions with significantly more cells in the HFD group (D).

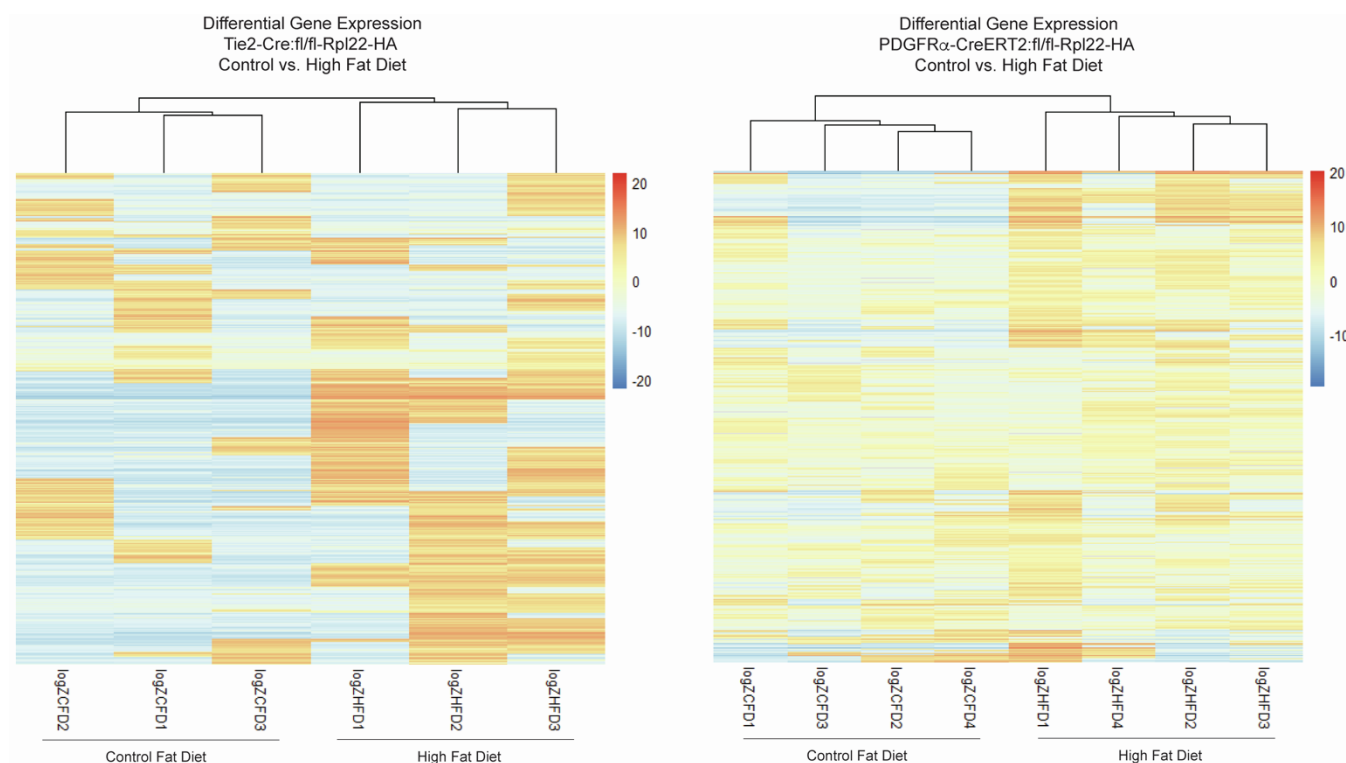

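Expression in the 8 OPC libraries was compared on log2 CPM of the 13527 genes tested. The first principal component held 27.5% of the variance and placed every HFD library (24.9 to 55.0) above every CFD library (-65.0 to -6.95). The second held 17.9% and set HFD 1117 apart (-77.5), and the third held 16.5%. Pairs of libraries of the same diet had correlations across genes between 0.919 and 0.959, with a median of 0.938, and pairs of different diets between 0.902 and 0.945, with a median of 0.922. Genes are not independent replicates, so no test is given for these correlations. The ranges within and between diets overlapped. When average linkage clustering was cut into 2 clusters, 1 library, CFD 1290, stood alone, and the diets were not separated.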

**Figure S4 – Endothelial and oligodendrocyte progenitor cell differentially expressed genes in DIO, Related to Figure 3.** Heatmaps of RNA-Seq expression coefficients computed for expressed genes between control diet (CFD) and high-fat diet (HFD) in Tie2-Cre:fl/fl-Rpl22-HA (endothelial) and PDGFR $\alpha$ -CreERT2:fl/fl-Rpl22-HA (oligodendrocyte progenitor cell) mice. Columns represent individual biologic replicates.

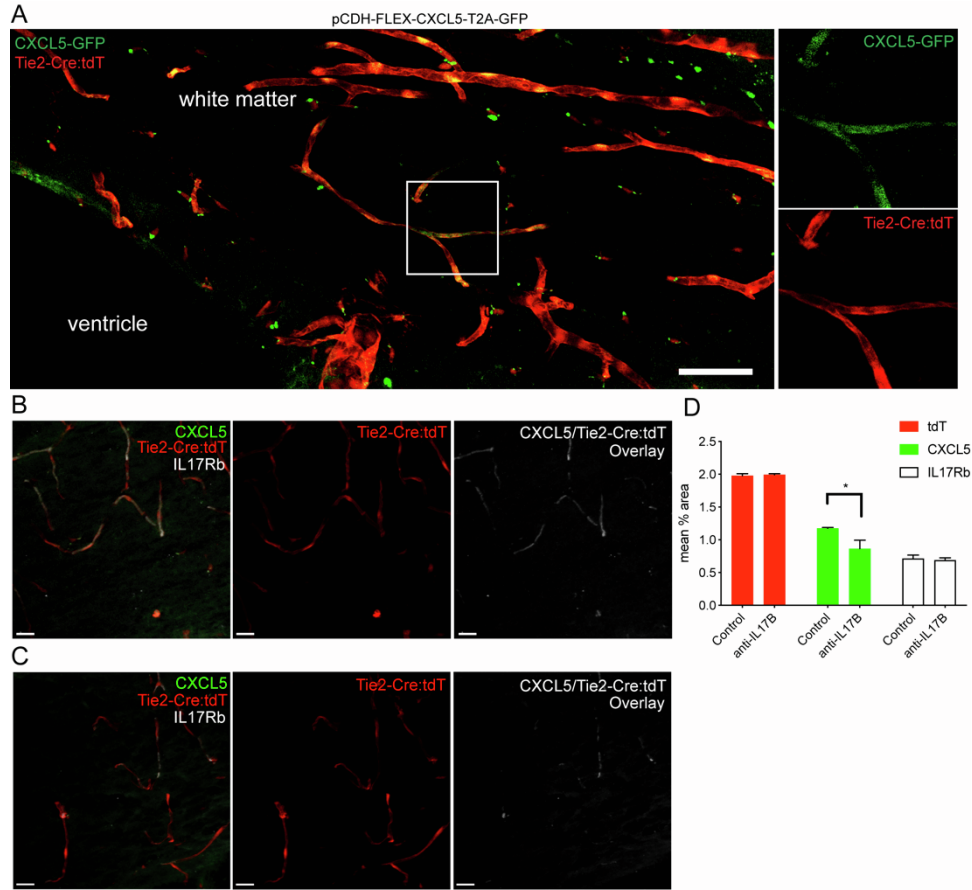

**Figure S5. Modulation of CXCL5 expression in white matter vasculature using combined transgenic and viral transduction or anti-IL-17B IgG, Related to Figure 5.** Animals on control fat diet underwent viral transduction into the white matter with pCDH-FLEX-CXCL5-T2A-GFP lentivirus (shown) or control pCDH-FLEX-GFP lentivirus. Viral particles at a titer of  $10^8$  were injected to white matter in Tie2-Cre;tdTomato mice at 14 weeks old and analyzed at 20 weeks of age. After 6 weeks of viral transduction, CXCL5-T2A-GFP (green) was highly colocalized with Tie2-Cre;tdTomato+ vessels (red) within the region of viral targeting in white matter (insets, A). To reduce DIO-induced endothelial expression of CXCL5, function blocking anti-IL-17B IgG or control isotype-matched IgG ( $50 \mu\text{g}$ ) was administered q3d for 6 weeks in Tie2-Cre;tdTomato animals on HFD beginning at 14 months of age. At 20 weeks of age, immunolabeling for CXCL5 (green) and IL17Rb (white) was performed in animals receiving control IgG (B) or anti-IL-17B IgG (C). In white matter tdT+ vasculature, both CXCL5 and IL17Rb were colocalized with Tie2-Cre;tdTomato+ vessels. Compared to animals administered control IgG, mean % area occupied by immunolabeling of CXCL5 was significantly reduced in animals administered anti-IL-17B IgG (1.17 vs. 0.86;  $*p=0.0067$ ;  $n=4$ ) (D). Endothelial expression of IL17Rb (mean % area) was not significantly different between control IgG and anti-IL-17B IgG indicating that receptor expression was not altered by anti-IL17B IgG administration. Scale bars =  $50 \mu\text{m}$  (A);  $20 \mu\text{m}$  (B-C). Data are mean  $\pm$  SEM.

**Supplemental Table 4.** Expression of IL-17 family member genes in DIO white matter endothelia, Related to Figure 3.

| IL-17 family member | Log-fold change<br>(HFD vs. CFD) | <i>p</i> -value | False discovery rate |
|---------------------|----------------------------------|-----------------|----------------------|
| Il17Ra              | 0.999                            | 0.470           | 0.820                |
| <b>Il17Rb</b>       | <b>8.835</b>                     | <b>0.001</b>    | <b>0.090</b>         |
| Il17Rc              | -2.695                           | 0.303           | 0.695                |
| Il17Rd              | -4.038                           | 0.043           | 0.397                |
| Il17Re              | 2.918                            | 0.322           | 0.713                |
| Il17a               | not detected                     | not detected    | not detected         |
| Il17b               | 0.000                            | 1.000           | 1.000                |
| Il17c               | not detected                     | not detected    | not detected         |
| Il17d               | -0.318                           | 0.805           | 1.000                |
| Il17f               | not detected                     | not detected    | not detected         |

**Supplemental Table 5.** Descriptive characteristics of post-mortem cohort, Related to Figure 6.

**Supplemental Table 6.** Mixed effects models of CXCL5 as a prognostic biomarker for VCID, Related to Figure 6.

| Predictor            | Mean Longitudinal Executive Function Performance |                                                 |                |
|----------------------|--------------------------------------------------|-------------------------------------------------|----------------|
|                      | Estimate                                         | <i>CI</i>                                       | <i>p-value</i> |
| Intercept            | -0.0163                                          | -0.9189 to 0.8862                               | 0.97           |
| Age                  | -0.0171                                          | -0.0282 to -0.0060                              | 0.0028         |
| Education            | 0.0661                                           | 0.0450 to 0.08720                               | <0.0001        |
| Sex                  | -0.0851                                          | -0.1661 to -0.0041                              | 0.04           |
| Dementia at baseline | -0.5117                                          | -0.8964 to -0.1270                              | 0.01           |
| MCI at baseline      | -0.0986                                          | -0.3284 to 0.1313                               | 0.40           |
| Baseline CXCL5       | 4.61x10 <sup>-5</sup>                            | 8.66x10 <sup>-5</sup> to -5.68x10 <sup>-5</sup> | 0.026          |

**Supplemental Table 7.** Oligonucleotides used in the study.

| qPCR Primers     |                                                            |                                            |
|------------------|------------------------------------------------------------|--------------------------------------------|
| Gene Name        | Forward primer (5'>3')                                     | Reverse Primer (5'>3')                     |
| <i>IL17Rb</i>    | GGACAGGTTGTGCTTTGCTCA                                      | GAAAGGACGTCTTCGTGCTC                       |
| <i>Cxcl5</i>     | GAAAGCTAAGCGGAATGCAC                                       | GGGACAATGGTTTCCCTTTT                       |
| <i>Tnfrsf10b</i> | GTCAGAAGGGAAGTCAAGC                                        | GCATCGACACACCGTATTTG                       |
| <i>Itgb3</i>     | TGACATCGAGCAGGTGAAAG                                       | GAGTAGCAAGGCCAATGAGC                       |
| <i>RN18s</i>     | GTAACCCGTTGAACCCCAT                                        | CCATCCAATCGGTAGTAGCG                       |
| Cloning Primers  |                                                            |                                            |
| T2A-copGFP       | GTTATACTAGGGATCCCCCGCGAGAT<br>CCGGTGGAGCCG                 | CAAGGAAAACGCGGCCGCTGAGGGCAGA               |
| mouse CXCL5      | GTTATACTAGGGATCCCCCCTGCAGA<br>TGCATTTATTGAACACTGGCCGTTCTTC | CCTATACGAAGTTATACTAGATGAGCCTC<br>CAGCTCCGC |

How the deposited data were processed for this re-analysis (not part of the article)

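RNA bound to HA-tagged ribosomes of OPCs was measured in the white matter of 8 PDGFRα-CreERT2:RiboTag mice, 4 on CFD and 4 on HFD, with 1 library per mouse and 2 lane files per library. The authors deposited counts. Each lane file holds whole read counts per Ensembl transcript, without normalization, and transcripts with a count of 0 are included. The endothelial libraries, the qPCR and hybridization assays and the human tissue were not analysed here. Every sample was grouped by the diet in its label.

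The lanes of each library were added. By identifier, 138884 transcripts were paired with GENCODE release M21 on GRCm38, and the 46 that were not carried 0.0452% of the counts. Counts of all transcripts of a gene were summed, which gave 54835 genes. The countable length of a transcript is the number of its exonic bases that no other transcript covers. Summed over the transcripts of a gene, its median over protein-coding genes was 71.7% of the longest transcript. Protein-coding genes held 70.5% of the paired counts, and the single transcript with the most counts, of CT010467.1, held 12.3%.

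Genes were tested with edgeR 4.0.16 in R 4.3.3. Low counts were filtered with filterByExpr, libraries were scaled with TMM, dispersions were estimated with robust settings, and HFD was compared with CFD by the quasi-likelihood F test with Benjamini-Hochberg adjustment. Values of log2 CPM use a prior count of 2, and edgeR's fold changes use its default prior count. The common dispersion was 0.157, a coefficient of variation of 0.396 between mice. Gene lists with at least 3 tested genes, apart from the sex-linked genes and Table 1 itself, were tested with camera at a correlation of 0.01, with camera at an estimated correlation and with fry in limma 3.58.1. Single values were compared between diets with exact permutation tests, whose smallest p-value for 4 against 4 mice is 0.0286. DESeq2 1.42.0 served as an alternative test. Reactome sets were taken from fgsea 1.28.0 data through Entrez identifiers. Tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

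The genes to name were set by rule before the data were examined, as were the gene lists, the comparisons and the alternatives, apart from those said to have been chosen later. The rule takes the 5 genes with the largest rise and the 5 with the largest fall among genes with an adjusted p-value under 0.1, no overlap between diets and a mean of at least 50 counts, the 5 genes with the lowest adjusted p-value, every gene that the paper names for these libraries, the IL-17 receptors and ligands, Cxcl5, its receptors and Cxcr4, and Xist and Ddx3y as a check of the labels. The lists were markers of neurons, astrocytes, microglia, endothelium, ependyma, choroid plexus and blood, interferon response, immediate early, ribosomal protein, IL-17 family, CXCL5 axis and sex-linked genes, the markers of Fig. 3C, the genes of Table S1, the chemokine ligands and receptors, the signalling families of Table 1 and 5 Reactome sets.

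The steps were tested on simulated data made from the gene means and dispersions of these libraries, with 200 genes changed by 1.5 on the log2 scale. At an adjusted p-value under 0.1, edgeR recovered 107 of the 193 changed genes that passed the filter, with 9 false calls (7.76% of calls), and DESeq2 recovered 128 of 200 with 52 false calls (28.9%). At 0.05, edgeR recovered 101 with 1 false call and DESeq2 119 with 27 false calls.

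The alternatives were RLE scaling and library size alone, the likelihood ratio and exact tests of edgeR, DESeq2, no filter and a stricter filter of 10 counts in every library, each lane alone, each lane as its own replicate, transcripts in place of genes, and leaving out each mouse in turn. Alternatives chosen after seeing the data were a DESeq2 fit with a prior on fold changes, protein-coding transcripts alone, removal of GC content and length trends, thinning of every library to the smallest, and marker counts per kb of countable exon. The planned marker counts per kb of transcript were not run. The values of 1 Reactome set and of single genes among those tested are not reported here, and they stay in every test and adjustment.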

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

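The tests for the microglia markers, for Gm26917 and for the intronic share and the single library behind the retained-intron share were chosen only after the result was seen. Within each diet, the highest or lowest of the 4 libraries was compared with the other 3, and 18 of 186 groups held a library that stood further apart than Dixon's critical value at 95% allows, where chance gives 9.3.

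HFD 1322 accounts for 7 of the 18. It had 2.04% of its counts on retained introns (the other HFD libraries 1.22% to 1.25%), 0.721% on transcripts of the class TEC (0.462% to 0.473%), 0.687% on processed transcripts (0.471% to 0.477%), 0.248% on targets of nonsense-mediated decay (0.174% to 0.186%), 0.517% on antisense transcripts (0.425% to 0.438%) and 4.22% on miRNA genes (9.04% to 9.58%), and a mean of 6.95 log2 CPM over the neuron markers (7.19 to 7.21). These shares are parts of a whole and are not independent. No biological explanation was tested for a single mouse.

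CFD 1290 had the lowest mean log2 CPM over the Axon guidance set (4.42, others 4.63 to 4.66), the Semaphorin set (4.43, others 4.69 to 4.72) and the Table S1 OPC list (3.71, others 4.09 to 4.14), the lowest Dcn (2.64 normalized counts, others 6.39 to 6.73) and the highest Pik3r5 (117, others 38.1 to 50.1). CFD 1277 had the highest Gm10800 (1460 normalized counts, others 136 to 168) and Gabrq (737, others 97.6 to 107). CFD 1288 had the highest Adcy5 (3685, others 2186 to 2419) and the lowest Cldn5 (12.3, others 43.5 to 47.1). HFD 1117 had the highest Lncppara (377, others 46.6 to 73.2) and Cldn5 (21.0, others 0.881 to 1.98). No explanation was tested for these single values.

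The share of counts on retained introns, which the paper does not report, was higher on HFD (1.44 ± 0.400%) than on CFD (0.879 ± 0.150%), with every HFD library above every CFD library (exact permutation test, p = 0.0286, the smallest these can give, and 0.0429 adjusted over 15 shares). The tables argue against HFD 1322 alone and against higher expression of the same genes as a whole. Unspliced RNA or genomic DNA along whole introns could raise sense intronic transcripts as well. Their share of protein-coding counts overlapped between diets (exact permutation test, p = 0.486). This cannot exclude it, since these transcripts are a small annotated class (0.101% of all counts on CFD and 0.107% on HFD). Introns outside annotated transcripts were not counted, so this explanation stays open. HFD 1322 alone is not the source, since without it the lowest HFD share lay 0.208 percentage points above the highest CFD share. Higher expression of the same genes as a whole would raise both kinds of transcript, and in 1363 genes with both the retained-intron change exceeded the protein-coding change by a median of 0.58 on the log2 scale, which 1 of 35 splits of the libraries reached. The shares of lincRNA (0.938% and 1.56%), processed transcripts (0.389% and 0.527%), decay targets (0.164% and 0.197%) and antisense transcripts (0.402% and 0.453%) rose as well, without overlap. An effect of diet on RNA processing, differences in the nuclear RNA of the pulldowns and differences in preparation that follow the diet also stay open. None of these was tested.

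The microglia markers, outside the genes the paper discusses for these libraries, had a median log2 fold change of -1.78 over the 6 of 14 genes tested (C1qc -2.44, C1qb -2.29, C1qa -1.82, Tmem119 -1.73, Fcrls -0.99 among them), all lower on HFD. Cx3cr1, which is among the 14 and not among the 6, is also in the chemokine ligand and receptor list. How many of the 14 OPCs express was not tested. The adjusted p from limma was 1.09e-04 with camera, and ran from 2.08e-06 to 0.171 over the alternatives. Of 35 splits of the libraries 1 gave a median as far from 0. The summed list fell from 1290 ± 572 to 425 ± 152 normalized counts. A higher share of OPC RNA on HFD would lower the markers of every other cell type, and the endothelial median was lower as well (-1.39, -0.85 without CFD 1291), as was that of the Fig. 3C endothelial markers (-0.52). It is argued against as the whole cause, since the neuron median was -0.10 (-0.0052 without HFD 1322, -0.045 without HFD 1325, -0.052 without CFD 1277) and the astrocyte median -0.21 (-0.08 without CFD 1291, -0.098 without HFD 1322), apart from the microglia median in every fit that left out a mouse, and the choroid plexus median was 0.68 (0.40 without HFD 1322). Less RNA of microglia carried over, in which 8 of the 14 markers were lower, and lower expression by microglia cannot be told apart, since only 11 of the 14 had a count and the test asked for 12. In HFD 1322 the microglia gene Cx3cr1 had 320 counts, against at most 2 in any other library.

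Gm26917, which the paper does not discuss, had a log2 fold change of -3.18 and ran from -3.30 to -2.91 in the fits that each left out a mouse. It lies beside the rRNA gene CT010467.1 (chromosome 17, 39846353 to 39848827). Less rRNA carried over on HFD would lower both, and CT010467.1 had a log2 fold change of -0.23 (standard error 0.25, adjusted p = 0.691 from edgeR). A difference in precursor rRNA, in mapping to rRNA repeats or in expression stays open and was not tested.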

How the results depend on the processing

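The tests of single explanations are given in the other parts, and in this part the settings with a fold change prior, with protein-coding transcripts alone and without GC content and length trends, as well as the thinned libraries and the settings of the retained-intron share, were chosen after seeing the data. The cause was not tested for any change given here, unless a cause is named.

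The number of genes that differed between diets stayed within 1.5 times of 668 (adjusted p under 0.1) and of 339 (under 0.05) with RLE scaling (673 and 335), without the filter (845 and 492), with 10 counts in every library (747 and 410), with either lane (707 and 398, 698 and 378), without GC content and length trends (664 and 312) and in thinned libraries (684 and 338). With library size alone they were 517 and 234. Of the 668 genes, 667 kept their call and direction with RLE scaling, 435 with library size alone, 665 with DESeq2, 585 without the filter and 295 with protein-coding transcripts alone, where 7 turned to the opposite direction. With library size alone the median of all genes tested moved from 0.01 to 0.18 and 75.8% of the genes called at 0.1 were higher on HFD, against 47.3% with TMM. With DESeq2 on transcripts and lanes summed this median was 0.12.

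Other tests gave more genes at 0.1 and 0.05: DESeq2 1499 and 1031, edgeR's likelihood ratio test 1207 and 800, edgeR's exact test 1135 and 770, and DESeq2 on transcripts with lanes summed 1924 and 1299. With each lane as its own replicate, edgeR gave 3489 and 2600, DESeq2 gave 5016 and 3711, DESeq2 on transcripts 6514 and 4784, and with a fold change prior 6372 and 4737. Protein-coding transcripts alone gave 347 and 145, with 8274 genes tested. Across the 8 fits that each left out a mouse the counts ran from 247 (without CFD 1291) to 957 (without CFD 1277) at 0.1 and from 12 to 461 at 0.05, for the same mice. At 0.05 there were 53 without CFD 1288, 158 without CFD 1290, 157 without HFD 1117, 45 without HFD 1322, 45 without HFD 1323 and 80 without HFD 1325. These fits have fewer samples.

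Of the Table 1 genes, 2 passed 0.05. In fits on transcripts, each gene was represented by its transcript with the lowest p-value, which need not be the one listed. The number was 1 with library size alone, 1 with edgeR on transcripts, 1 with protein-coding transcripts alone, 4 with DESeq2, 8 with DESeq2 on transcripts and lanes summed, 17 with edgeR and 21 with DESeq2 with each lane as its own replicate, 30 with DESeq2 on transcripts and lanes as replicates, and 31 with the prior. It ran from 0 to 2 across the 8 fits that each left out a mouse, with 8 to 14 genes at an unadjusted p-value under 0.05. Of 29 genes 5 had the sign printed in Table 1 when HFD is divided by CFD, against 2 with edgeR on transcripts, 3 with DESeq2 on transcripts and lanes summed, and 0 in both transcript fits with lanes as replicates, where all 31 had an unadjusted p-value under 0.05.

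Some single genes changed the sign of their log2 fold change. Each value of the opposite sign had an adjusted p-value of 0.492 or more from edgeR or DESeq2, so no opposite direction is established. Lnpk was 1.74, and -0.11 with protein-coding transcripts alone. With library size alone Gsk3b was 0.13, Vwa1 0.013, Igf2 0.14 and Il17d 0.13. With 10 counts in every library Gsk3b was 0.016 and Il17d 0.025. With protein-coding transcripts alone Gsk3b was 0.042, Igf2 0.042 and Il17d 0.054. Igf2 was 0.29 with the second lane. Il17d was 0.11 with the first lane, 0.0022 with each lane as its own replicate and 0.033 without GC content and length trends. Rock1 was -0.041 with edgeR on transcripts, -0.067 with DESeq2 on transcripts and lanes summed, -0.027 with lanes as replicates and -0.025 with the prior (for its transcript with the most counts, while the transcript of Table 1 was 1.28 with the prior). Across the 8 fits that each left out a mouse, Gsk3b ran from -0.076 to 0.018, Igf2 from -0.39 (without CFD 1288) to 0.87 (without CFD 1290), Il17d from -0.19 to 0.13, Meox1 from -0.52 to 0.071, Col1a1 from -0.48 to 0.0037, Cacng4 from -0.21 to 0.23, Ptk2 from -0.32 to 0.0028 and Mmp15 from -0.19 to 0.30. Of the 1448 values of 58 results on single genes and on the retained-intron share, 1282 were the same in direction and side of the threshold, 21 lost the threshold, 32 changed direction and the rest passed it.

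Among the gene lists, camera calls for microglia (median -1.78) and Table S1 MO (-0.21) held under fry and were lost with the correlation estimated. Those for endothelium (-1.39), ribosomal proteins (0.33), Axon guidance (-0.15) and Semaphorin interactions (-0.15) were lost under both. With 10 counts in every library the endothelial median was -0.56 over 3 genes, the ribosomal median 0.19 over 18 genes and the Semaphorin median -0.15, each past no threshold, with fewer genes tested. Without the filter the Fig. 3C endothelial markers (-0.65) and the Integrin set (-0.31) passed. With library size alone, medians turned to 0.060 for neuron markers, 0.056 for Table S1 PMO, 0.033 for Fig. 3C pericyte markers, 0.12 for the signalling families, 0.021 for Semaphorin interactions and 0.022 for Axon guidance, all below the shift of all genes. The signalling families were 0.0054 without the filter. Across the 8 fits that each left out a mouse, medians ran from -0.40 to 0.41 (without CFD 1290) for Fig. 3C pericyte markers, from -0.21 (without HFD 1322) to 0.23 for Fig. 3C OPC markers, from 0.24 to 0.38 for ribosomal proteins, whose call was lost without CFD 1277, CFD 1291, HFD 1117 or HFD 1325, from 0.40 to 0.91 for choroid plexus, which passed without CFD 1291, from -0.073 (without HFD 1325) to 0.26 for immediate early genes, from -0.19 to -0.093 for Semaphorin interactions and from -0.36 to -0.096 for the Integrin set.

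The F of the marker genes ran from 4.67 to 5.18 across the 8 fits that each left out a mouse, and was 7.99 per kb of countable exon. The difference in the retained-intron share, 0.558 percentage points, was 0.760 over protein-coding counts, 0.553 and 0.564 in the lanes, and ran from 0.359 (without HFD 1322) to 0.631 (without HFD 1117). With a coefficient of variation of 0.396 between mice, the recovery in simulated data limits what 4 mice per diet can find.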

Differences from the paper's values

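The comparisons with the deposited fold changes of Table S3 were chosen only after those values were seen. Fold changes in this part are given as CFD over HFD, the direction in which the paper's Tables 1 and S3 match these libraries, and the setting with DESeq2, a fold change prior, single transcripts and each lane as its own replicate was chosen after seeing the values. Under that setting every fold change of Table 1 was within 0.00105 of the paper's.

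For Ccl25 the log2 fold change was -1.53 against the paper's -1.06. It was within the standard error of the paper's without CFD 1291 (-1.37), without HFD 1322 (-1.41), without HFD 1323 (-1.41), and on transcripts with edgeR (-1.38), DESeq2 (-1.37) and DESeq2 with lanes as replicates (-1.40), and not under the other alternatives set before the data were examined. For Elmo1 it was 0.27 against the paper's -1.42, and for Ptk2 0.20 against the paper's -0.96. Both were within the standard error only on transcripts, with edgeR (-1.74 and -1.17), DESeq2 (-1.73 and -1.15) and DESeq2 with lanes as replicates (-1.76 and -1.19). For Gsk3b it was 0.031 against the paper's -1.53, and for Wasl 0.17 against the paper's -1.81. Both were within the standard error only on transcripts with edgeR (-2.18 and -2.41) and DESeq2 with lanes summed (-2.20 and -2.43). For Gnb4 it was -0.32 against the paper's -1.98, for Gnb5 0.27 against the paper's -1.30 and for Rock1 -0.20 against the paper's -1.28, and none of the alternatives set before the data were examined closed these gaps. The other 21 of 29 genes were within the standard error of the paper's values.

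At an adjusted p-value under 0.05 there were 339 genes against the paper's 4736 entries of Table S3. Of the alternatives set before the data were examined, DESeq2 with each lane as its own replicate (3711 genes) and the same on transcripts (4784) came within 1.5 times, and the others did not. With the prior, chosen after seeing the values, there were 4737.

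Of the genes of Table 1, 2 passed 0.05 against the paper's 31. Fits on transcripts took each gene's transcript with the lowest p-value. DESeq2 with each lane as its own replicate (21) and the same on transcripts (30) came within 1.5 times, the other alternatives set before the data were examined did not, and the prior, chosen after seeing the values, gave 31.

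For the markers of Fig. 3C the exact permutation test gave p = 0.00159 against the paper's p = 0.039, and no alternative set before the data were examined closed the gap, the nearest being the log2 scale (exact permutation test, p = 0.00772). The paper's p comes from an analysis of variance and not from permutations, so that these p-values are of different tests. The F was 4.96 against the paper's 4.31, within 1.5 times.

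The mean depth was 12.9 ± 2.13 M counts (SD) against the paper's 75.9 ± 11.1 M reads, and no alternative closed the gap: either lane gave 6.46 or 6.49 M, and leaving out a mouse gave 12.3 to 13.3 M.

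The paper's Table 1 and Table S3 list fold changes whose sign is opposite to HFD over CFD in all 31 entries of Table 1 and in all 1980 entries of Table S3 that could be paired (1998 are shown and 18 did not pair).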

Other observations

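The tests on Table 1, on Table S3 and on the gene lists were chosen only after the result was seen. So were the removal of GC content and length trends and the thinning of libraries. The other tests on the numbers of changed genes and the tests on lanes were set before the values they measure. Those on genes counted in 1 library alone were chosen after 1 such gene, Cx3cr1, had been noticed.

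Of the 35 splits of the 8 libraries into 4 and 4, 1, the real one, gave as many genes at an adjusted p-value under 0.1, and 1 gave as many under 0.05, while the others gave 0 to 1 gene. With every trend against GC content and gene length removed 664 genes were called, of which 563 were among the 668, and with every library thinned to the smallest 684, of which 618 were. GC content, gene length and depth are therefore argued against as the whole cause of the number. Diet and any handling that followed diet stay open.

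With each lane as its own replicate, 1 of the 35 splits gave as many genes as the real one (2600 at an adjusted p-value under 0.05), and the others gave 0 to 1673 with a median of 58.5. To see what lanes alone add, the 4 mice of a diet were split into 2 and 2, with DESeq2 on single transcripts. The 6 such splits, in which no diet differs, gave 706 to 2606 transcripts with lanes as replicates and 0 to 91 with lanes summed, 68.0 times as many in total. Counting the lanes of 1 mouse as replicates is therefore a candidate explanation for most of the difference between the numbers called with lanes summed and with lanes apart, and it does not bear on whether the diets differ.

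The fold changes of Table S3 were paired with a DESeq2 fit on single transcripts with lanes as replicates and a fold change prior. Some libraries labelled otherwise than in the paper's table is argued against, since the sizes differed by at most 2.28e-04 in the 1246 entries with a mean count above 50. The signs were opposite to HFD over CFD in 100% of the 1980 paired entries, as they would be if the table gives CFD over HFD or if all diet labels are exchanged, and the libraries cannot separate these 2 readings. Of the shown entries 1931 are positive and 67 negative.

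For Table 1, 1 of the 35 splits, the real one, gave as many genes at an adjusted p-value under 0.05. The list was chosen on the real division of these libraries, so that count of splits cannot decide whether chance division gave the number. The opposite sign of 24 of 29 genes at gene level was reached by 6 of 35 splits. In the setting with a prior all 31 entries had the opposite sign, with sizes within 0.00105, so that the sign comes from the direction or the labels, as for Table S3, and not from a chance division of the libraries. Of the 13 entries on transcripts that are not protein-coding, 8 had protein-coding transcripts that could be tested as a sum. A change of the whole gene of the size of the entry is argued against for 7 of them, whose summed protein-coding transcripts lay more than 2 standard errors below the entry, and a smaller one stays open. For the other 6 it cannot be told apart from a change of the listed transcript, since the protein-coding sum of Shc2 (0.17, standard error 0.44) was within 2 standard errors of its entry and the rest had too few counts to test. Of the rest, Ccl25 (1.53), Gnb1 (1.49) and Rasgrp2 (-1.40) had a log2 fold change of the whole gene, the listed transcript included, in the direction of that transcript, and Cxcl12 and Stat3 were not tested. In the setting with a prior, 3265 of 12457 protein-coding genes with a tested transcript had a called one (26.2%), as did 6 of 17 chemokine ligand and receptor genes (35.3%, Fisher's exact test, p = 0.411) and 11 of 35 signalling family genes (31.4%, p = 0.448). Over all genes, tested or not, the order differed. The share was 14.8% of 22018 protein-coding genes, 9.09% of 66 chemokine ligand and receptor genes and 25% of 44 signalling family genes. The paper's 31 of 198 pathway genes are 15.7%.

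Among the gene lists, 1 of 35 splits gave a median as far from 0 as the endothelial markers (-1.39 over 7 genes, -0.85 without CFD 1291), 1 the Table S1 MO genes (-0.21 over 26 genes), 1 the Axon guidance set, 2 the Semaphorin set and 2 the ribosomal proteins (0.33 over 34 genes), so that chance division stays open for the last 2. The adjusted p from limma ran from 7.90e-04 to 0.171 for endothelium, from 4.37e-04 to 0.120 for Table S1 MO and from 0.00106 to 0.351 for ribosomal proteins. Cldn5 is in both the endothelial list and Fig. 3C. The summed endothelial list fell from 553 ± 177 to 291 ± 11.2 normalized counts. Of the lists past no threshold with camera, 1 of 35 splits gave a median as far from 0 as the Table S1 OPC genes, 1 the set Chemokine receptors bind chemokines (-0.69, -0.38 without CFD 1290, -0.39 without CFD 1288, -0.45 without CFD 1291), 2 the chemokine ligand and receptor genes (-0.57, -0.31 without CFD 1291, -0.34 without CFD 1288, -0.35 without HFD 1322) and 2 the Fig. 3C endothelial markers. Chance division stays open for each of these lists. The medians of lists past no threshold with camera, Table S1 OPC and Fig. 3C endothelial included, were choroid plexus (0.68, 0.91 and past it without CFD 1291, 0.40 without HFD 1322), interferon response (-0.67, -0.29 without CFD 1291), immediate early (0.04, between -0.07 without HFD 1325 and 0.26 without HFD 1322), neuron (-0.10, -0.0052 without HFD 1322, -0.045 without HFD 1325, -0.052 without CFD 1277), astrocyte (-0.21, -0.08 without CFD 1291, -0.098 without HFD 1322), Table S1 OPC (-0.27, between -0.25 and -0.08 in the fits that each left out a mouse), Table S1 PMO (-0.11, -0.017 without CFD 1277, -0.030 without HFD 1325, -0.047 without CFD 1288), and Fig. 3C endothelial (-0.52), pericyte (-0.15, between -0.40 without HFD 1323 and 0.41 without CFD 1290) and OPC (0.06, between -0.21 without HFD 1322 and 0.23 without HFD 1325) markers. Ependyma, blood, IL-17 family and CXCL5 axis lists had 2 tested genes each. Of the latter, Foxj1 was 0.35, Tmem212 -0.42, Hbb-bs -0.82, Hbb-bt -0.70, Il17rd 0.42, Il17d -0.02, Ackr3 -0.79 and Ackr1 -0.38, each with an adjusted p-value of 0.191 or more from edgeR. Of the sex-linked genes, Kdm5d was 0.39, Eif2s3y 0.36 and Uty -0.09.

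The pulldowns held abundant neuronal and other RNA. The neuron list summed to 210009 normalized counts on CFD and 187455 on HFD, with Snap25 at 122214 and 104955, against 115 and 165 for Pdgfra. Ttr, a choroid plexus marker, had 58291 and 128444. No explanation was tested for these levels.

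Genes with at least 50 counts in 1 library and at most 3 in each other numbered 19, limits that were set after Cx3cr1 had been noticed. HFD 1117 held 15, HFD 1322 held 2 (Cx3cr1 and Tmco1), HFD 1323 held 1 (4930524C18Rik), HFD 1325 held 1 (D5Ertd615e) and the CFD libraries 0. With limits of 20 and 3 there were 230, with 74, 38, 21 and 8 in HFD 1117, 1322, 1323 and 1325. The CFD libraries 1277, 1288, 1290 and 1291 held 31, 16, 22 and 20. Counting error is argued against, since simulated Poisson counts gave 0 such genes. Sequencing of a single lane is argued against, since a median of 54.7% of the counts, and at most 60%, lay in the larger lane file. Other explanations, including differences between mice, were not tested.

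Most genes of the IL-17 and CXCL5 pathways had few counts over the 8 libraries, while Il17d, Ackr3 and Il17rd had more. Cxcl5, Cxcr1, Cxcr2 and Il17rc had 0, which allows up to 3 counts, on 288, 406, 830 and 732 countable bases. Il17ra had 80, Il17rb 36 (23 of them in CFD 1277), Il17re 20, Il17b 19, Il25 44, Il17a, Il17c and Il17f 1 each, Cxcr4 26, Il17rd 912, Ackr3 953 and Il17d 1628. Xist had 52 counts and Ddx3y 8.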
